# Molecular profiling of the developing mouse axial skeleton: a role for Tgfbr2 in the development of the intervertebral disc

**DOI:** 10.1186/1471-213X-10-29

**Published:** 2010-03-09

**Authors:** Philip Sohn, Megan Cox, Dongquan Chen, Rosa Serra

## Abstract

**Background:**

Very little is known about how intervertebral disc (IVD) is formed or maintained. Members of the TGF-β superfamily are secreted signaling proteins that regulate many aspects of development including cellular differentiation. We recently showed that deletion of *Tgfbr2 *in Col2a expressing mouse tissue results in alterations in development of IVD annulus fibrosus. The results suggested TGF-β has an important role in regulating development of the axial skeleton, however, the mechanistic basis of TGF-β action in these specialized joints is not known. One of the hurdles to understanding development of IVD is a lack of known markers. To identify genes that are enriched in the developing mouse IVD and to begin to understand the mechanism of TGF-β action in IVD development, we undertook a global analysis of gene expression comparing gene expression profiles in developing mouse vertebrae and IVD. We also compared expression profiles in tissues from wild type and Tgfbr2 mutant mice as well as in sclerotome cultures treated with TGF-β or BMP4.

**Results:**

Lists of IVD and vertebrae enriched genes were generated. Expression patterns for several genes were verified either through in situ hybridization or literature/database searches resulting in a list of genes that can be used as markers of IVD. Cluster analysis using genes listed under the Gene Ontology terms multicellular organism development and pattern specification indicated that mutant IVD more closely resembled vertebrae than wild type IVD. We also generated lists of genes regulated by TGF-β or BMP4 in cultured sclerotome. As expected, treatment with BMP4 resulted in up-regulation of cartilage marker genes including Acan, Sox 5, Sox6, and Sox9. In contrast, treatment with TGF-β1 did not regulate expression of cartilage markers but instead resulted in up-regulation of many IVD markers including Fmod and Adamtsl2.

**Conclusions:**

We propose TGF-β has two functions in IVD development: 1) to prevent chondrocyte differentiation in the presumptive IVD and 2) to promote differentiation of annulus fibrosus from sclerotome. We have identified genes that are enriched in the IVD and regulated by TGF-β that warrant further investigation as regulators of IVD development.

## Background

The vertebral column develops from somites (Reviewed in [1-3]. In response to signals from the notochord and floor plate of the neural tube, the maturing somites will undergo a dorsal-ventral compartmentalization establishing the dermamyotome and sclerotome, the latter forming the future axial skeleton. The ventral part of the sclerotome gives rise to the vertebral bodies and IVD [4]. Due to resegmentation of sclerotome during the formation of the vertebrae, each vertebrae will eventually form from the caudal portion of one somite and the rostral portion of the adjacent somite [5]. The IVD will form at the border of the rostral and caudal domains [6]. IVD are derived from both sclerotome and notochord [7-9]. The outer layer of the IVD, the annulus fibrosus (AF) is derived from sclerotome and provides the structural properties of the IVD. As the vertebral bodies undergo chondrogenesis, notochord cells are removed from the vertebral region and expand into the IVD region to initially form the nucleus pulposus (NP), the central portion of the IVD [10]. TGF-β3 is one of the earliest markers of the developing IVD within the sclerotome [11,12].

Members of the TGF-β superfamily are secreted signaling molecules that regulate many aspects of cell physiology (Reviewed in [13-15]. The family includes three TGF-β isoforms (TGF-β1, 2, and 3), the Activins and Inhibins, Growth and Differentiation Factors (GDFs), and the Bone Morphogenetic Proteins (BMPs). TGF-βs signal through heteromeric serine/threonine kinase receptors. The current model is that TGF-β binds to the TGF-β type II receptor (Tgfbr2) on the cell surface [16]. Tgfbr2 is then able to recruit the type I receptor (Tgfbr1) to form a heterotetrameric complex. Tgfbr2 which is a constitutively active kinase, phosphorylates the type I receptor, activating the type I serine/threonine kinase. Downstream targets of Tgfbr1 then transduce the signal to the nucleus.

All three isoforms of TGF-β are expressed in the developing mouse axial skeleton in distinct and overlapping patterns [11,12,17,18]. Tgfb1 mRNA is localized to intersegmental cells at E12.5 days. By E16.5 days, Tgfb1 mRNA is localized to the ossification centers and perichondrium of vertebrae. At E12.5 days, Tgfb2 mRNA is expressed in all prevertebral segments with the highest levels of expression in the thoracic sclerotome. Tgfb3 mRNA is also expressed in all prevertebral segments marking the location of the future IVD and later becoming restricted to the perichondrium and outer AF of the IVD [11,12]. A systematic study of the expression pattern of the TGF-β receptors during mouse vertebral development has not been reported; however, expression has been detected in the somite and IVD [18-21]. Tgfbr2 is expressed in the adult AF. A decrease in expression is correlated with aging and degeneration of the IVD [22].

The role and necessity of members of the TGF-β superfamily in specific aspects of spinal development and pathology is most clearly illustrated in mice and humans with mutations or targeted deletions in their respective genes [23,24]. Previously, we showed that deletion of Tgfbr2 in Col2a expressing sclerotome resulted in defects in development of the vertebrae and the IVD [25,26]. Specifically, alterations in the AF were detected. The boundary between the IVD and vertebral body was not clearly demarcated and Fibromodulin (Fmod) expression was reduced while expression of Type II collagen splice variant B (Col2; [27]) and staining with peanut agglutinin were increased. The results suggested that TGF-β was required to promote and/or maintain the IVD during development. TGF-β also appears to have a role in maintaining the adult IVD. Polymorphisms within the human Tgfb1 gene have a weak but significant association with Ankylosing Spondylitis and the T29C polymorphism in the Tgfb1 gene is associated with the genetic susceptibility to Spinal Osteophytosis [28,29]. Furthermore, a functional SNP in Cartilage Intermediate Layer Protein (CLIP) is associated with lumbar disc disease. CLIP was shown to co-localize with TGF-β in the IVD and the susceptibility-associated allele showed increased binding to TGF-β and inhibited TGF-β signaling [30].

Very little is known about the molecular mechanisms that govern development of the IVD. One of the barriers to understanding how the IVD develops is a lack of markers to distinguish developing IVD from the cartilage of the vertebrae. In this study, we used laser microdissection and microarray technology to identify genes whose expression was enriched in the developing IVD relative to the adjacent vertebrae. We then used clustering analysis of gene expression profiles in mutant and control vertebrae and IVD to show that in the absence of Tgfbr2, IVD molecularly starts to resemble vertebrae. We then show that treatment of sclerotome with TGF-β results in up-regulation of many IVD enriched genes. Together the data suggest that TGF-β prevents chondrocyte differentiation in the presumptive IVD and promotes differentiation of the AF from sclerotome.

## Results

### Identification of IVD enriched genes

To identify genes that are enriched in the presumptive IVD relative to the presumptive vertebral body, we used laser capture microdissection followed by microarray analysis. RNA was collected from IVD and vertebrae that were microdissected from the lumbar region of E13.5 day mouse embryos (Figure 1). At this stage, we could just begin to distinguish the presumptive IVD from the adjacent developing cartilage. In addition, the notochord was just beginning to expand into the presumptive IVD region. Microscopically, IVD samples that were collected contained primarily presumptive AF tissue with only a small amount of notochord/NP. Tissue was microdissected from several separate Cre-negative and Cre+Tgfbr2^loxP/loxP ^embryos. After isolation and quality control testing of the RNA we had 3 biological replicates from Cre-negative IVD and vertebrae and Tgfbr2 mutant vertebrae. We had four biological replicates of Tgfbr2 mutant IVD. Each sample was amplified and labelled separately then hybridized to Affymetrix Mouse 430 2.0 GeneChip Arrays (13 arrays total).

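RNA of presumptive lumbar IVD and vertebrae, taken by laser capture, was measured on 13 arrays: 3 of control IVD, 3 of control vertebrae, 4 of Tgfbr2-mutant IVD and 3 of Tgfbr2-mutant vertebrae. Markers of neighbouring tissues differed between arrays of the same group. The mean log2 value of 10 liver genes was 5.34 in control vertebrae 1, 5.19 in control IVD 1, 3.37 in mutant IVD 4 and 2.44 in mutant IVD 3, and at most 0.03 in every other array. The mean of 10 erythroid genes was 3.62, 3.49, 2.18 and 1.77 in the same arrays. The mean of 25 neuronal genes was 2.49 in mutant IVD 3 and 1.80 in control vertebrae 3, and that of 21 skeletal muscle genes 1.60 in mutant IVD 4 and 1.43 in control IVD 1. Xist, transcribed from the inactive X chromosome, was high and Y-linked transcripts were low in all 6 control arrays, in mutant vertebrae 3 and in mutant IVD 3, and the other 5 mutant arrays had the opposite pattern. The authors amplified the RNA and computed log2 signals by RMA. The deposited value of a probe set is its log2 signal relative to its median over the 13 arrays, which was 0 for every probe set, so the values hold differences between arrays and no level of expression. Signal over background is therefore unknown, and the number of arrays limits the precision. The analysis started from these values. After 64 control probe sets were left out, the 4 groups were fitted together with limma over 45037 probe sets, and p-values were adjusted by the Benjamini-Hochberg method. Counts are also given at the threshold of the paper, at least 2-fold with an unadjusted p under 0.05. Control IVD and control vertebrae came from the same mice, but which array numbers share a mouse is not stated. Control arrays of the same number were taken as the same mouse. Differences between the control tissues were also tested in the control arrays with this mouse as a random block. That fit gave 42 probe sets at an adjusted p under 0.05, and these calls rest on the assumed pairing. The fit of all 13 arrays gave 0 by limma, without a block (1105 at an unadjusted p under 0.05) and with the array number as a fixed block (1395). The ratio of 3-prime to 5-prime signal of Gapdh and Actb is a measure of RNA integrity. It did not separate the groups in any of 8 two-sided exact permutation tests (smallest p = 0.371), but 3 arrays against 3 cannot go below 0.10. In mutant against control IVD the log2 ratio differed by 0.51 for Gapdh and 0.448 for Actb, and over all 8 tests by -0.235 to 0.51. Equal integrity is therefore not shown.

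**Figure D1:**
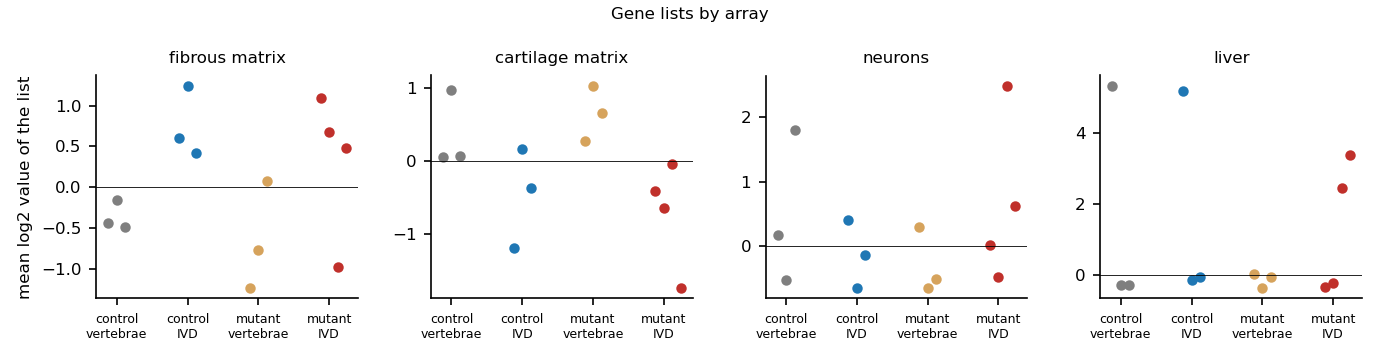
Mean log2 value of the fibrous matrix, cartilage matrix, neurons and liver genes (vertical axis, relative to the median over the arrays) in each of the 13 arrays, by group. Mutant IVD 3 has the lowest fibrous matrix value of its group (-0.98) and the highest neuronal value (2.49), and 4 arrays carry liver transcripts.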

**Figure 1:**
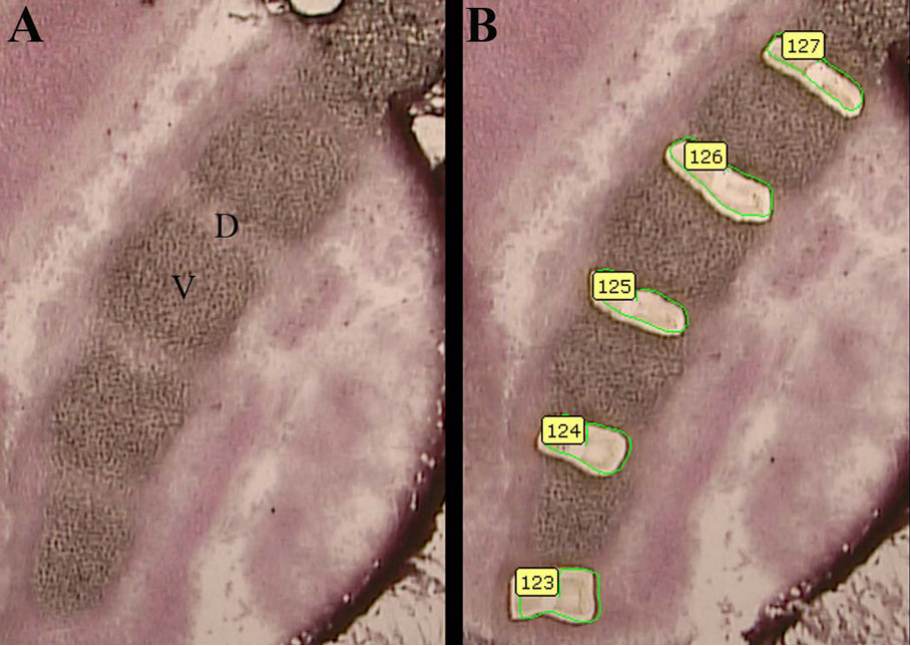
**Laser Microdissection**. Laser Capture Microdissection (LCM) was carried out using a Zeiss/PALM Microbeam Instrument. Lumbar region IVD (D, shown) and vertebrae (V) were microdissected from frozen sections of E13.5 day embryos. (A) shows before and (B) shows after microdissection of IVD. The green circles show the area that was designated for laser cutting.

Lists of presumptive IVD and vertebrae-enriched genes were generated by comparing gene expression in wild type (Cre-negative) IVD and vertebrae (Table 1 and additional file 1: supplemental table S1 and additional file 2: supplemental table S2). A total of 263 genes were found enriched in the IVD (additional file 1: supplemental table S1), that is, after normalization and application of statistical cut offs (ANOVA p < 0.05), expression of these genes was 2-fold higher in the IVD than in the vertebrae. 

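Tgfbi, Gdf5 and Wif1, which encode secreted proteins, were higher in IVD than in vertebrae in each of the 3 control mice. Tgfbi, a matrix protein induced by TGF-β, was higher by 2.44 on the log2 scale (standard error 0.12, adjusted p = 0.0066 from limma with the mouse as a random block). Gdf5, a ligand of the BMP family, was higher by 3.08 (standard error 0.23, adjusted p = 0.0251), and Wif1, a secreted inhibitor of Wnt signalling, by 2.97 (standard error 0.29, adjusted p = 0.0368). Kcnt2, which encodes a potassium channel, was higher by 3.34 and Gna14, which encodes a G protein subunit, by 2.43 (standard errors 0.16 and 0.15, adjusted p = 0.0066 and 0.0106). Dpt, a dermatopontin of the extracellular matrix, was higher by 2.71 (adjusted p = 0.0363, and 0.0845 with the mouse as a fixed block). This random block gave 34 probe sets higher in IVD and 8 lower at an adjusted p under 0.05, and all 42 had the same direction in all 3 mice. A fixed block for the mouse, a fit chosen after the data were seen, gave 32 probe sets, and 19 passed both, Gdf5, Wif1, Tgfbi, Kcnt2 and Gna14 among them. Over all settings the adjusted p of Tgfbi ran from 0.0066 to 1. On all 13 arrays limma called 0 probe sets, with 1105 at an unadjusted p under 0.05 without a block and 1395 with the array number as a fixed block, and the unequal variance test of the paper's methods also called 0 after adjustment, with 1094. In simulated data with independent arrays, 529 unchanged probe sets passed the paper's threshold in limma in this comparison. By the unequal variance test 207 did, against 256 on the real arrays. These simulated arrays lacked the correlation of the control pairs (0.538). In other simulations, 263 and 204 probe sets were chosen as higher and lower in IVD with independent arrays. With correlated control tissues 108 and 69.4 were chosen on average. The counts of 529 and 207 are therefore no measure of chance for these paired tissues. In limma on the real arrays, 230 probe sets were higher in IVD among 392 that passed the paper's threshold in either direction. These counts were 105 of 295 without control IVD 2, 180 of 463 without control vertebrae 3, 523 of 802 without control vertebrae 1 and 186 of 256 by the unequal variance test, so most were higher in IVD in some of these fits and lower in others.

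**Figure D2:**
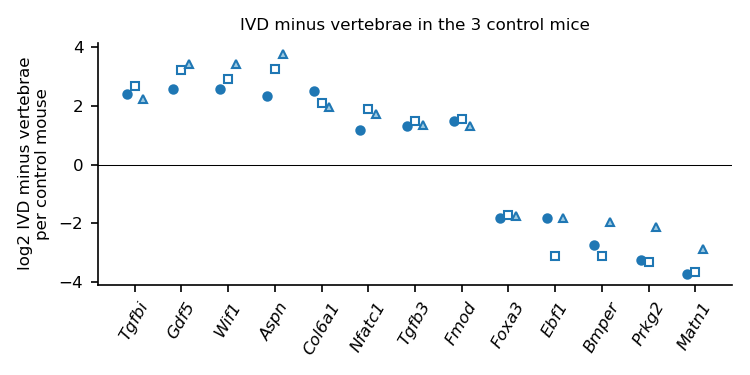
Log2 difference between IVD and vertebrae (vertical axis) of 13 genes in each of the 3 control mice, drawn with a different symbol per mouse. Gdf5 lies above 2 in every mouse and Matn1 below -2.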

One hundred and forty one vertebrae enriched genes were identified (additional file 2: supplemental table S2). 

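Genes of cartilage differentiation were lower in control IVD than in control vertebrae. Matn1, a cartilage matrix protein, was lower in IVD, with a log2 difference of -3.41 (standard error 0.28, adjusted p = 0.0277 from limma with the mouse as a random block, n = 3 mice). Prkg2, a kinase of chondrocyte hypertrophy, had a difference of -2.89 (standard error 0.27, adjusted p = 0.0326) and Bmper, a secreted regulator of BMP signalling, of -2.59 (standard error 0.22, adjusted p = 0.0279). Foxa3, a forkhead transcription factor of hypertrophic chondrocytes, had a difference of -1.77 (standard error 0.16, adjusted p = 0.0326). When the mouse was a fixed block, the adjusted p was 0.0388 for Matn1 and Foxa3 and 0.059 for Prkg2 and Bmper, and without a block none of the 4 had an adjusted p under 0.796. Over all settings the adjusted p ran from 0.0279 to 1 for Bmper and from 0.0326 to 1 for Prkg2 and Foxa3. Of 25 genes of cartilage matrix, 22 were lower in IVD, with a median of -0.77 (-0.43 without control IVD 1 and -0.45 without control vertebrae 2). The list fell as a set in limma's camera test (adjusted p = 1.45e-12 over 36 lists, and adjusted p = 0.234 with an estimated correlation). Col2a1, the main collagen of cartilage, differed by 0.04 and Acan, the main proteoglycan of cartilage, by -0.79 (standard errors 0.53 and 0.40). That of Acan was -0.43 without control IVD 1 and -1.22 without control IVD 2. The difference of Col2a1 was -0.07 after quantile normalization, -0.33 without control vertebrae 3 and -0.26 without control IVD 2. Of 12 chondrocyte transcription factors 10 were lower (median -0.48, and -0.31 without control vertebrae 2, adjusted p = 1.86e-08, and 0.10 as adjusted p with an estimated correlation), as were 11 of 12 genes of prehypertrophic and hypertrophic chondrocytes (median -0.31, adjusted p = 3.28e-07, and adjusted p = 0.127 with an estimated correlation). Runx2, a driver of hypertrophy and a member of both lists, had a difference of -2.25 (standard error 0.71). None of these genes passed without the block, and 2, 3 and 3 genes of the 3 lists were lower when adjusted over the list alone. The neuronal list moved in the same direction, with 22 of 25 genes lower in IVD (median -0.53, adjusted p = 0.00717, and adjusted p = 0.642 with an estimated correlation). Its median was 0.06 without control vertebrae 3 and -0.85 without control vertebrae 2, and its adjusted p 0.23 without control IVD 2. Lower too were 14 of 17 endothelial genes and 14 of 15 neural progenitor genes (adjusted p = 0.00334 and 0.00558, and adjusted p = 0.466 and 0.356 with an estimated correlation). The former had an adjusted p of 0.0571, 0.128 and 0.0614 without control vertebrae 1, control IVD 2 and control IVD 3, and the latter of 0.119 without control vertebrae 3. At the paper's threshold 162 probe sets were higher in vertebrae, 279 without control vertebrae 1, 283 without control vertebrae 3 and 70 by the unequal variance test.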

Genes whose preferential expression in the IVD was verified either by literature/database search or in situ hybridization (Figure 2) are shown in Table 1. The gene expression databases searched were the Gene Expression Database (GXD) at Mouse Genome Informatics (MGI; http://www.informatics.jax.org) and the Genepaint database (http://www.genepaint.org; [31]. In situ hybridization of Nfatc1, an IVD enriched gene, and Ebf1, a vertebrae enriched gene, are shown in Figure 2. Table 1 thus provides a list of a number of genes that can be used as markers to distinguish developing IVD from vertebrae. The genes include those involved in regulation of the cytoskeleton, extracellular matrix and adhesion, growth factors and regulators of growth factor function, signal transduction, and regulation of transcription. 

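All 43 probe sets of the 31 genes of Table 1 were at least 2-fold higher in control IVD, with a median log2 difference of 1.51. Among matrix genes, collagen VI chains were higher by 2.19 for Col6a1 (standard error 0.78, n = 3) and by 2.01 for Col6a3 (standard error 0.74). Coro2b, an actin-binding protein, was higher by 1.84 and Gsn, which severs actin filaments, by 1.06. Dusp1, a phosphatase of MAP kinases, was higher by 1.84. Among transcription factors, Pax1 and Pax9, which specify sclerotome, were higher by 1.60 and 1.21, Foxf2, a target of hedgehog signalling, by 1.60, and Nfatc1 by 1.60 on one of its probe sets. With the mouse as a random block 6 of the 43 probe sets passed an adjusted p of 0.05 in limma, among them that of Nfatc1 (adjusted p = 0.0422). The fixed block gave 9. Col6a1 and Col6a3 were then at 0.0389 and 0.0388, and the probe set of Nfatc1 no longer passed, at 0.0921. Without a block 0 passed, 30 had an unadjusted p under 0.05 and 32 by the unequal variance test. The table was chosen by the study on these arrays, so its count is not independent evidence of the direction. Of 27 fibrous matrix genes, several of them from Table 1, 25 were higher in IVD (median 1.04) and the list rose as a set (camera adjusted p = 1.66e-17, and adjusted p = 0.161 with an estimated correlation). No single member passed when adjusted over the list alone. Of 13 sclerotome transcription factors 10 were higher (median 0.22, adjusted p = 0.00334, and adjusted p = 0.356 with an estimated correlation), and the adjusted p was 0.0889 without control IVD 2. Skeletal muscle genes moved the same way, with 18 of 21 higher (median 0.24, adjusted p = 0.0293, and adjusted p = 0.642 with an estimated correlation). Their median was -0.01 without control IVD 1, and their adjusted p 0.171 without control vertebrae 1 and 0.0893 without control vertebrae 2.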

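Tgfb3, 1 of the 3 TGF-β ligands, was higher in control IVD than in control vertebrae by 1.39 on the log2 scale (standard error 0.13, adjusted p = 0.0326 from limma with the mouse as a random block), and its difference lay between 1.33 and 1.49 in the 3 mice. With a fixed block the adjusted p was 0.0579, and without a block it was 1. Of 17 TGF-β ligands, receptors and Smads, 14 were higher in IVD with a median of 0.32 (0.16 without control IVD 2), and 3 were higher when adjusted over the list alone (camera adjusted p = 1.92e-05, and adjusted p = 0.10 with an estimated correlation). Of 17 genes that respond to TGF-β, 15 were higher, with a median of 0.39. This list rose as a set (camera adjusted p = 5.96e-09, and adjusted p = 0.127 with an estimated correlation), and no member passed when adjusted over the list alone.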

As expected, Tgfb3, was identified in this screen as an IVD enriched gene [11,12].

**Table 1:** IVD enriched, verified genes.

Probe Set ID	Gene Symbol	Fold Difference	Reference
**Cytoskeleton**			

1434326_x_at	Coro2b	3.58	[31]

1456312_x_at	Gsn	2.08	[31]

**Extracellular matrix and adhesion**			

1429214_at	Adamtsl2	2.45	[66]

1448590_at	Col6a1	4.57	[31]

1452250_a_at	Col6a2	3.77	[31]
1426947_x_at		4.11	

1424131_at	Col6a3	4.04	[31]

1427168_a_at	Col14a1	2.84	[67]
1428455_at		2.85	

1436965_at	Emilin3	3.60	[68]

1416164_at	Fbln5	2.79	[69]

1450728_at	Fjx1	2.2	[70]

1415939_at	Fmod	2.72	[42]
1437324_x_at		2.46	
1437685_x_at		2.32	
1437718_x_at		2.35	

1434210_s_at	Lrig1	3.55	[31]
1449893_a_at		4.85	

1421694_a_at	Vcan	2.45	[71]
1427256_at		2.35	
1433043_at		2.09	

**Growth factors and regulators**			

1448421_s_at	Aspn	8.75	[72]

1416652_at		6.04	

1449545_at	Fgf18	2.5	[73]

1419139_at	Gdf5	8.45	[74]

1422053_at	Inhba	4.29	[75]

1417455_at	Tgfb3	2.63	[11]

1425425_a_at	Wif1	7.82	[31]

1448594_at	Wisp1	2.55	[31]
1448593_at		2.81	

**Signal transduction**			

1434034_at	Cerk	2.03	[31]

1448830_at	Dusp1	3.57	[31]

**Transcription factors**			

1433939_at	Aff3	2.20	[76]

1440244_at	Erg	2.91	[58]

1437247_at	Fosl2	6.34	[31]

1434939_at	Foxf1a	2.01	[77]

1418220_at	Foxf2	3.04	[77]

1417621_at	Nfatc1	3.04	Figure 2
1428479_at		4.00	

1449359_at	Pax1	3.04	[4]

1421246_at	Pax9	2.32	[4]

1434286_at	Trps1	3.87	[78]
1438214_at		2.46	

**Figure 2:**
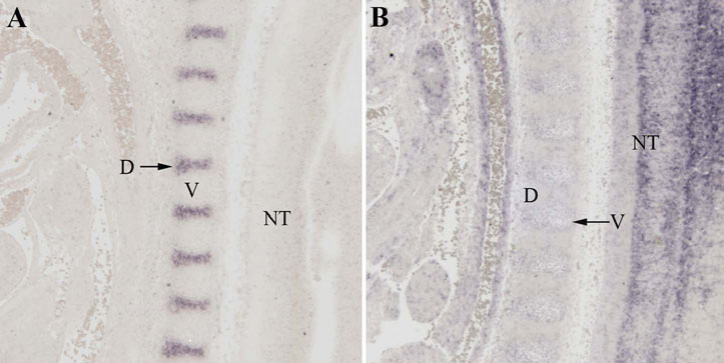
**Verification of localization by in situ hybridization**. (A) A digoxigenin labelled probe to Nfatc1 was hybridized to sections from E12.5 day embryos. Hybridization was visualized as purple staining. Nfatc1 was clearly expressed in the IVD (D, arrow) at this stage. (B) A digoxigenin labelled probe to Ebfa1 was hybridized to sections from E12.5 day embryos. Expression was not detected in the IVD (D) but light purple staining was seen in the vertebral body (V). Staining was also seen in the neural tube (NT) and adjacent blood vessels.

### Effects of losing Tgfbr2 on IVD development

Previously, we generated mice in which Tgfbr2 was deleted using Cre expressed under the control of the *Col2a *promoter. The mice had defects in development of the IVD [25,26]. Specifically, the expression of Fmod, an IVD marker, was reduced and expression of cartilage markers was increased suggesting one of the roles of Tgfbr2 is to prevent chondrocyte differentiation in the AF of the presumptive IVD. Here, we used microarray analysis to compare molecular profiles of normal and mutant IVD to see if we could confirm and extend the previous findings. Two hundred and eleven genes were found to be either up-regulated or down-regulated in the E13.5 presumptive IVD after deletion of Tgfbr2 (additional file 3: supplemental table S3). 

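Genes of proliferation were lower in mutant IVD than in control IVD. Of 36 cell cycle genes 33 were lower, with a median log2 difference of -0.49, and the list fell as a set (camera adjusted p = 9.76e-13, and adjusted p = 0.279 with an estimated correlation). The median was -0.19 without control IVD 1, -0.81 without control IVD 3 and -0.12 when the 4 arrays with liver transcripts were left out. All 25 neuronal genes were higher in mutant IVD (median 0.72, adjusted p = 2.74e-06, and adjusted p = 0.461 with an estimated correlation), and their median was 0.02 without mutant IVD 3, 0.46 without control IVD 2 and 1.14 without mutant IVD 2. All 4 Y-linked genes were higher (median 1.77, adjusted p = 2.1e-06, and adjusted p = 0.22 with an estimated correlation). Endothelial genes were higher in 16 of 17 cases (median 0.31, adjusted p = 3.5e-06, and adjusted p = 0.279 with an estimated correlation), with a median of 0.54 without control IVD 1 and 0.48 without mutant IVD 2. Tgfbr2, the gene deleted by Cre, differed by 0.11 (standard error 0.17, 4 mutant and 3 control arrays). Which exons its probes cover was not analysed here, so this value says nothing about the deletion. In simulated data with independent arrays, 456 unchanged probe sets passed the paper's threshold in limma in this comparison. By the unequal variance test 239 did, against 133 on the real arrays. In limma on the real arrays, 290 probe sets passed this threshold in mutant IVD, 79 of them lower. The number lower was 186 of 336 without control IVD 3, 32 of 210 without control IVD 2, 144 of 536 without control IVD 1, 203 of 460 without mutant IVD 1, 129 of 447 without mutant IVD 2 and 270 of 598 with array weights. The total was 998 with the Y-linked mean as a covariate and 133 by the unequal variance test. No probe set passed an adjusted p of 0.05 in limma, where 1411 had an unadjusted p under 0.05, or in the unequal variance test, where 1404 did.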

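Matrix and signalling genes of the IVD had lower means in mutant IVD than in control IVD. Lsamp, a cell adhesion molecule, differed by -1.68 on the log2 scale (standard error 0.28, adjusted p = 0.698 from limma, 4 mutant and 3 control arrays) and by -1.61 without mutant IVD 3. Hhip, a hedgehog-binding inhibitor, differed by -1.98 (standard error 0.58), Ogn, a leucine-rich proteoglycan, by -2.29 (standard error 1.02), and Gna14, a G protein subunit, by -1.55 (standard error 0.39). The BMP family ligand Gdf5 differed by -1.51 (standard error 0.72), and by -0.76 without mutant IVD 3. The Wnt inhibitor Wif1 differed by -1.23 (standard error 1.23), by 0.01 without mutant IVD 3 and by -1.87 without mutant IVD 1. Table 2 names 14 genes, which have 37 probe sets on the array. Of these 34 were lower and 25 differed at least 2-fold (median -1.16). In limma 11 had an unadjusted p under 0.05 (5 without control IVD 2, and 7 without control IVD 3 or without mutant IVD 3), 4 in the unequal variance test and 0 after adjustment by either. Without mutant IVD 3, 30 were lower and 9 at least 2-fold (median -0.51), and without control IVD 2 the numbers were 32 and 15 (median -0.77). The study chose the genes on these arrays, so their direction is not independent evidence. In mutant vertebrae 32 of the 37 probe sets were lower than in control vertebrae, with a median of -0.52 (-0.30 without control vertebrae 2, -0.32 without mutant vertebrae 1 and -0.90 without mutant vertebrae 3). Of the 14 joint interzone genes, among them Gdf5, 10 were lower in mutant IVD (median -0.10, camera adjusted p = 0.0204, and adjusted p = 0.353 with an estimated correlation), and their median was 0.02 without mutant IVD 3. Without control IVD 2 the adjusted p was 0.117, and the median was -0.30 without control IVD 3.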

Several of the IVD markers that were identified in Table 1 and additional file 1: supplemental table S1 were down-regulated in the mutant IVD relative to the controls (Table 2). Likewise, several genes normally enriched in the vertebrae (additional file 2: supplemental table S2) were up-regulated in the Tgfbr2-mutant IVD (Table 3). 

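Regulators found in vertebrae had higher means in mutant IVD than in control IVD. Pcdh9 and Pcdh17, which encode protocadherins, differed by 1.47 and 1.36 on the log2 scale (standard errors 0.36 and 0.74, 4 mutant and 3 control arrays). The difference of Pcdh17 was 0.83 without mutant IVD 3, 0.85 without control IVD 3 and 2.07 without control IVD 1. The BMP regulator Bmper differed by 1.42 (standard error 0.61), and by 0.77 without mutant IVD 3. Pik3r1, a regulatory subunit of PI3 kinase, differed by 1.12 (standard error 0.28), and the adhesion molecule Alcam by 1.04 (standard error 0.25). The kinase Prkg2 differed by 1.18 (standard error 0.64), by 0.60 without mutant IVD 3 and by 1.79 without mutant IVD 4. The 9 genes of Table 3 have 32 probe sets on the array. Of these 29 were higher and 14 differed at least 2-fold (median 0.80). In limma 14 had an unadjusted p under 0.05 (6 without control IVD 2 and 6 without mutant IVD 3), 8 in the unequal variance test and 0 after adjustment by either. Without mutant IVD 3, 27 were higher and 4 at least 2-fold (median 0.59), and without control IVD 2 the numbers were 29 and 7. In mutant vertebrae 30 of the 32 were also higher than in control vertebrae, with a median of 0.76. The study chose these genes on these arrays, so their direction is not independent evidence.

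**Figure D3:**
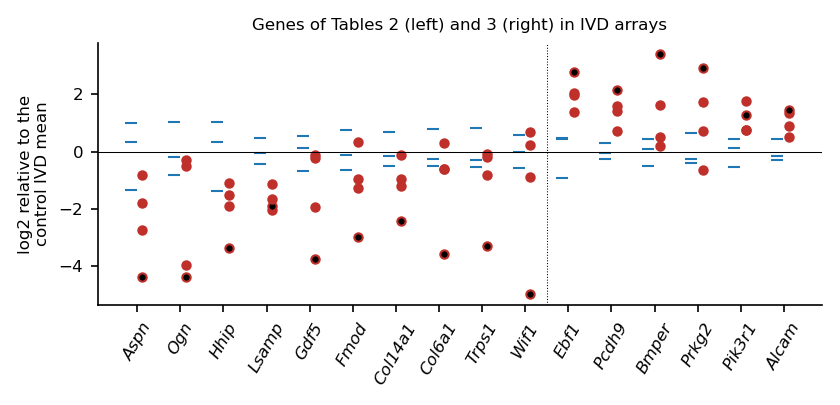
Log2 value (vertical axis) relative to the control IVD mean for 10 genes of Table 2 and 6 of Table 3 in the 3 control IVD arrays (dashes) and 4 mutant IVD arrays (points, mutant IVD 3 with a black centre). Mutant IVD 3 is the lowest point for Gdf5, Fmod, Col14a1, Col6a1, Trps1 and Wif1.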

We confirmed the previous results showing down-regulation of Fmod in the mutant IVD and extended this finding to show down-regulation of other ECM IVD enriched genes including Col6 and Col14. 

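Fmod, a small leucine-rich proteoglycan that binds collagen, differed between mutant and control IVD by -1.22 on the log2 scale (standard error 0.66, adjusted p = 1 from limma, 4 mutant and 3 control arrays). Col6a1, a collagen VI chain, differed by -1.12 (standard error 0.73) and Col14a1, which encodes a fibril-associated collagen, by -1.17 (standard error 0.59). Without mutant IVD 3 these differences were -0.64, -0.30 and -0.76, and that of Col6a1 was -0.73 without control IVD 2. Of 27 fibrous matrix genes 21 were lower in mutant IVD, with a median of -0.22, and the list fell as a set (camera adjusted p = 0.000106, and adjusted p = 0.486 with an estimated correlation). The median was 0.06 without mutant IVD 3, -0.09 without control IVD 2 (adjusted p = 0.0501), 0.14 without the 4 arrays with liver transcripts and 7.12e-05 with the neuronal mean as a covariate. No member passed when adjusted over all genes or over the list alone. Of 25 cartilage matrix genes 16 were lower in mutant IVD (median -0.22, adjusted p = 0.0113, and adjusted p = 0.68 with an estimated correlation), and the median was 0.19 without mutant IVD 4, 0.09 without control IVD 2 and -0.15 without control IVD 3 (adjusted p = 0.135).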

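Aspn, a leucine-rich proteoglycan that binds TGF-β and collagen, differed between mutant and control IVD by -2.42 on the log2 scale on 1 probe set (standard error 0.79, adjusted p = 1 from limma, 4 mutant and 3 control arrays) and by -2.19 on the other (standard error 0.86). Without mutant IVD 3 the differences were -1.77 and -1.31. Of 13 small leucine-rich proteoglycans 11 were lower in mutant IVD, with a median of -0.26. Aspn and Ogn, which the study chose on these arrays, are members of this list. The list fell as a set (camera adjusted p = 0.000271, and adjusted p = 0.273 with an estimated correlation), and no member passed when adjusted over the list alone. In mutant vertebrae Aspn differed from control vertebrae by -0.16 and -1.37 on the same probe sets.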

Asporin (Asp), which has been associated with lumbar disc disease in humans [32], was down-regulated in mutant IVD. Trps1, a transcription factor associated with the skeletal defects of Trichorhinophalangeal Syndrome [33], was also down-regulated in mutant IVD.

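Trps1, a zinc finger repressor expressed in cartilage and joints, differed between mutant and control IVD by -1.10 on the log2 scale (standard error 0.78, adjusted p = 1 from limma, 4 mutant and 3 control arrays). Its difference was -0.37 without mutant IVD 3 and -0.68 without control IVD 2, and mutant vertebrae differed from control vertebrae by -0.85.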

**Table 2:** Selected IVD enriched genes that are down-regulated in the IVD by deletion of *Tgfbr2*.

Arhgap24	Col14a	Fmod	Hhip	Trps1
Asp	D18Ertd653e	GDF5	Lsamp	Wif1
Col6a1	Erg	Gna14	Ogn	

**Table 3:** Selected vertebrae enriched genes that are up-regulated in *Tgfbr2*-deleted IVD.

Alcam	Dtna	Pcdh17
Asb4	Ebf1	Pik3r1
Bmper	Pcdh9	Prkg2

A more global analysis of differences in normal and mutant IVD was provided by Gene Ontology (GO) Analysis and hierarchical cluster analysis. First GO analysis indicated that mutations in Tgfbr2 resulted in significant alterations in the IVD in genes associated with development of multicellular organisms, which also included a subset of genes associated with limb development. There are no specific GO terms to define development in the axial skeleton. Genes associated with patterning and cell adhesion were also altered. 

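Posterior Hox genes and axon guidance genes were higher in mutant IVD than in control IVD. Of 14 measured genes of Hox groups 9 to 13, which set identity along the posterior body axis, 13 were higher, with a median log2 difference of 0.33. The list rose as a set (camera adjusted p = 8.01e-07, and adjusted p = 0.01 with an estimated correlation). Hoxa10 differed by 1.08 (standard error 0.20), Hoxc10 by 1.65 (standard error 0.42) and Hoxd10 by 2.17 (standard error 0.65). None passed over all genes tested, and 7 of the 14 were higher when adjusted over the list alone. Hox groups 3 to 8, which act further towards the head, had a median of 0.04 (adjusted p = 0.621), and their median changed sign between settings. Of 32 axon guidance genes 28 were higher (median 0.27, adjusted p = 6.24e-07, and adjusted p = 0.0251 with an estimated correlation), none when adjusted over the list alone. Among them the semaphorin receptor Nrp2 differed by 1.10 (standard error 0.29) and the repellent ligand Slit2 by 1.43 (standard error 0.42). Of 32 patterning regulators 22 were higher (median 0.10, adjusted p = 0.00275, and adjusted p = 0.279 with an estimated correlation) and 5 when adjusted over the list alone. Without mutant IVD 4 the median was 0.02 (adjusted p = 0.101), and without mutant IVD 3 it was 0.24. The zinc finger factor Zic1 differed by 2.44 (standard error 0.62) and the T-box factor Tbx1 by 1.14 (standard error 0.27). Of 45 cadherins and other adhesion genes 34 were higher (median 0.22, adjusted p = 0.000903, and adjusted p = 0.279 with an estimated correlation), with 1 higher and 2 lower when adjusted over the list alone. Without control IVD 3 the median was 0.14 (adjusted p = 0.0521), and without control IVD 1 it was 0.35. Itgbl1, an integrin-like protein, differed by -2.43 (standard error 0.62). Neuronal and Y-linked transcripts were also higher in mutant IVD. With the neuronal mean as a covariate the posterior Hox list had an adjusted p of 6.35e-06, and with the Y-linked mean 0.000536; over all settings its adjusted p ran from 4.94e-07 to 0.01.

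**Figure D4:**
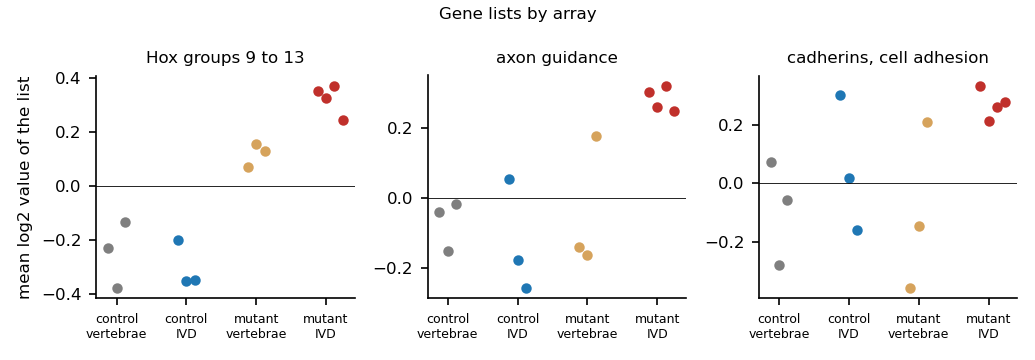
Mean log2 value (vertical axis, relative to the median over the arrays) of Hox groups 9 to 13, axon guidance genes, and cadherins and other adhesion genes in each of the 13 arrays, by group. For Hox groups 9 to 13 the 4 mutant IVD arrays lie between 0.24 and 0.37 and the 3 control IVD arrays between -0.35 and -0.20.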

Hierarchical clustering was used to sort three lists of genes with the GO terms multicellular organism development, pattern specification, and cell adhesion (Figure 3). This analysis clusters conditions that are molecularly most similar together. When genes under the general term of multicellular organism development were used for the cluster analysis, wild type and mutant vertebrae sorted closest together indicating that overall they were molecularly very similar. 

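The 4 group means were clustered on fixed gene lists, since the GO list was not used here. On the 600 probe sets of genes for patterning, tissue identity and signalling, mutant IVD joined control IVD (correlation distance 0.58) and mutant vertebrae joined control vertebrae (0.62), with mutant IVD at 1.53 from control vertebrae. On all 45037 probe sets mutant IVD was at 0.82 from control IVD and 1.08 from control vertebrae, and the vertebrae of both genotypes were at 0.75. Without control vertebrae 2, control vertebrae 3 or control IVD 2, control IVD joined control vertebrae first there, and without control vertebrae 2 mutant IVD was nearer control IVD by only 0.00948. On the 1000 most variable probe sets, mutant IVD was at 0.67 from control IVD and 0.87 from control vertebrae. There the order was reversed without control IVD 1, mutant IVD 1 or mutant IVD 2, when mutant IVD was nearer control vertebrae by 0.13, 0.05 and 0.04. The fibrous matrix mean minus the cartilage matrix mean was 1.32 to 2.22 in mutant IVD 1, 2 and 4, 0.79 to 1.79 in control IVD, -1.14 to -0.50 in control vertebrae and -1.80 to -0.59 in mutant vertebrae. It was -0.94 in mutant IVD 3, within the range of the vertebrae. With the sampling variance removed, the mean squared log2 distance of mutant IVD on all probe sets was -0.00742 to control IVD and -0.0107 to control vertebrae. On the 1000 most variable ones it was -0.346 and -0.264. By this measure neither set places mutant IVD nearer either tissue. On the 600 probe sets the same distances were 0.109 to control IVD and 0.214 to control vertebrae. All these distances are values with no test.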

Mutant IVD clustered closer to the vertebrae samples (Figure 3A). 

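On 139 probe sets of patterning genes (both Hox lists and the patterning regulators), control IVD and control vertebrae joined first, at a correlation distance of 0.70. Mutant IVD was at 1.21 from control IVD, 1.47 from control vertebrae and 1.48 from mutant vertebrae. Without mutant vertebrae 1 it joined mutant vertebrae, at 1.07. By Euclidean distance mutant IVD was nearer control vertebrae, at 7.42 against 8.09 from control IVD, and by correlation without control vertebrae 2 it was nearer control vertebrae by 0.06. With the sampling variance removed, the mean squared log2 distance over these genes was 0.29 between mutant and control IVD and 0.21 between mutant IVD and control vertebrae. Hox groups 9 to 13 had means of 0.07 to 0.16 in mutant vertebrae and -0.38 to -0.13 in control vertebrae.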

Similar results were obtained for genes under the GO term pattern specification (Figure 3B). In contrast, if the experiment was clustered based on cell adhesion related genes, both IVD and vertebrae were affected so that wild type and mutant IVD did not cluster together and wild type and mutant vertebrae did not cluster together either (Figure 3C). 

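On the probe sets of cadherins and other adhesion genes, including axon guidance genes, mutant IVD joined control IVD at a correlation distance of 0.71 and mutant vertebrae joined control vertebrae at 0.49. Mutant IVD was at 1.35 from control vertebrae. By correlation mutant IVD stayed nearer control IVD when any 1 array was left out, and the difference between both distances ran from 0.23 without mutant IVD 2 to 1.12 without mutant IVD 3, with 0.33 without control vertebrae 2 and 0.33 without mutant IVD 1. Its Euclidean distances were 9.21 from control IVD and 9.40 from control vertebrae. With the sampling variance removed, the mean squared log2 distance was 0.183 to control IVD and 0.184 to control vertebrae, so these measures do not place it nearer either.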

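The 263 IVD-enriched probe sets of Table S1 and the vertebrae-enriched ones of Table S2 had medians of -0.33 and 0.48 on the log2 scale between mutant and control IVD. Of the IVD-enriched probe sets 197 were lower in mutant IVD, and of the vertebrae-enriched ones 117 were higher (camera p = 3.5e-18 and 1.84e-14, and p = 0.156 and 0.0992 with an estimated correlation). Without mutant IVD 3 the medians were 0.07 and 0.28, and without control IVD 1 the vertebrae-enriched one was 0.27. On an axis from control IVD at 0 to control vertebrae at 1 drawn through these genes, mutant IVD 1, 2 and 4 lay at -0.02, 0.11 and 0.14 and mutant IVD 3 at 1.02. The mean of the 4 arrays was 0.31, and 0.08 without mutant IVD 3. In the mutants the IVD-enriched genes were still higher in IVD than in vertebrae, with a median of 1.46, and 260 of 263 had that direction. Of the vertebrae-enriched ones 129 were lower and 12 higher (camera p = 0.0108 and 0.00667 for the 2 lists with an estimated correlation). The study chose both lists on the control arrays, which also enter the comparison of mutant and control IVD but not that of the mutant tissues. Probe sets were also chosen at the paper's threshold in 20 simulated data sets of the same design with no effect of genotype. Their medians between mutant and control IVD were -0.47 and 0.48 when all arrays were independent. With the tissues of a control mouse correlated as on these arrays (0.538), they were -0.33 and 0.29. That run was added after the values were seen. This rule does not return the paper's lists. By unequal variances 158 of the 263 IVD-enriched probe sets and 53 of the vertebrae-enriched ones had an unadjusted p under 0.05 (200 and 119 in limma). The simulated lists held 263 and 204 probe sets, and on average 108 and 69.4 with correlated tissues. They show the direction in which such a choice moves the medians, but not its size for the paper's lists. In mutant against control vertebrae the medians of the same genes were -0.26 and 0.40 (camera p = 6.21e-11 and 2.04e-05, and p = 0.274 and 0.334 with an estimated correlation), where the simulations gave 0.46 and -0.49 with independent arrays and 0.30 and -0.30 with correlated tissues. The IVD-enriched median in vertebrae was -0.15, -0.16 and -0.51 without control vertebrae 1, mutant vertebrae 1 and mutant vertebrae 3. The vertebrae-enriched one was 0.24, 0.68 and 0.22 without control vertebrae 1, 2 and 3, and 0.17 without mutant vertebrae 2, when it no longer passed camera. In the simulations the choice of genes thus moved the medians of IVD in the directions seen, and these are not independent evidence of a shift, while it moved those of vertebrae against the directions seen.

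**Figure D5:**
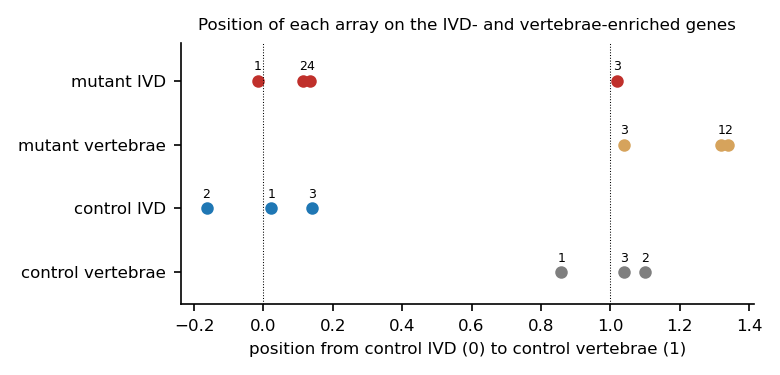
Position of each array (horizontal axis, no unit) between the control IVD mean at 0 and the control vertebrae mean at 1 over the genes of Tables S1 and S2, with the array number above each point. Of the 4 mutant IVD arrays 3 lie between -0.02 and 0.14 and 1 lies at 1.02.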

The results support the model in which development and patterning is altered in Tgfbr2-mutant IVD so that it more closely resembles vertebrae than normal IVD.

**Figure 3:**
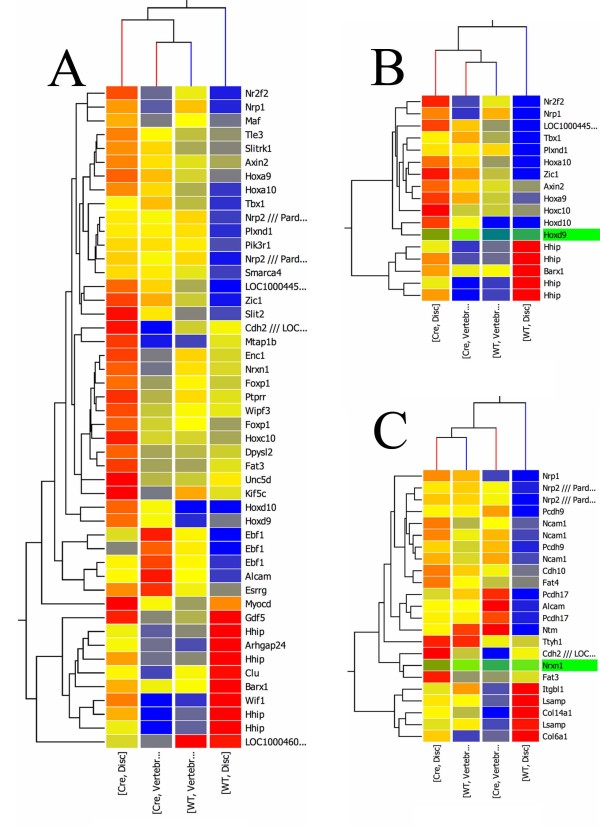
**Hierarchical clustering analysis**. Hierarchical clustering using gene lists containing the GO term multicellular organism development (A), patterning (B), or cell adhesion (C). Red indicates highly expressed genes relative to blue, which represents lower expression. When clustered on the relevant gene lists, mutant IVD (Cre, Disc) clusters with mutant (Cre, Vertebrae) and control (WT, Vertebrae) vertebrae. The condition WT, Disc clusters separately.

### TGF-β treated sclerotome preferentially expresses IVD enriched genes

Next, we wanted to find genes that were potentially directly regulated by TGF-β in sclerotome and determine if TGF-β treated sclerotome acquired characteristics of IVD. To this end, we set up micromass cultures of sclerotome cells dissected from E11.5 day wild type embryos (Figure 4A). This culture system is similar to that commonly used for embryonic limb mesenchyme [34,35]. To determine if there was contamination from other cell layers, for example the myotome, we isolated RNA from the freshly dissected sclerotome as well as the notochord, and neural tube that were left after the dissection. Marker gene expression was used to determine the quality of the dissection (Figure 4B). Pax1 is expressed in sclerotome [4], Pax3 is expressed in the myotome and in the dorsal neural tube [36], and brachyury (T) is expressed in the notochord [37]. In the sclerotome sample, Pax1 was expressed at a high level, as expected. There was little to no expression of Pax3 indicating very little myotome or neural tube contamination in the dissected tissue. The very low level of expression of Pax1 in the notochord and neural tube samples indicates that a small amount of sclerotome was left behind during the dissection.

**Figure 4:**
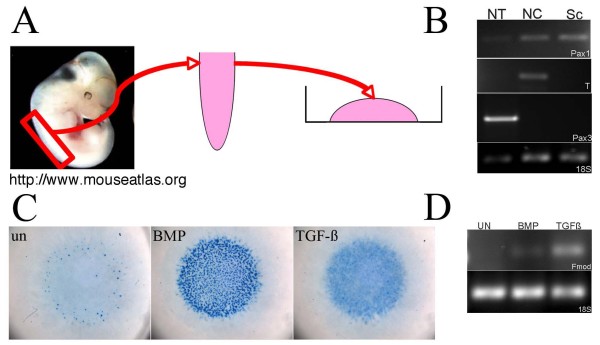
**Sclerotome culture**. (A) Sclerotome was isolated from E11.5 day embyos and grown in micromass culture. (B) RT-PCR to show purity of cultures. RNA was isolated from neural tube (NT), notochord (NC), and sclerotome (Sc) immediately after dissection. cDNA was made from the RNA and expression of Pax1, a marker for sclerotome, Pax3, a marker for myotome and neural tube, and brachyury (T), a marker for the notochord, were determined using PCR. 18S was used as a loading control. Pax1 was expressed in the sclerotome but T and Pax3 were not detected indicating that there was no contamination with myotome, neural tube or notochord in the sclerotome preparation. (C) Alcian blue stained micromass cultures 72 hours after treatment with BMP or TGF-β. Untreated (un) cultures are shown as a control. Very little alcian blue stain was seen in untreated controls. Treatment with BMP resulted in a lot of darkly stained nodules with cartilage morphology. Treatment with TGF-β resulted in an increase in alcian blue stain but discreet nodules with cartilage morphology were not detected. (D) RT-PCR was used to determine expression of Fmod in untreated (UN) and BMP or TGF-β treated cultures. Fmod was induced after treatment with TGF-β.

Cultures were grown in absence of growth factors or in the presence of 50 ng BMP4/ml or 5 ng TGF-β1/ml. After 72 hours in culture, cells were stained with alcian blue (Figure 4C). Cells grown in the absence of growth factors demonstrated a low number of alcian blue stained nodules with similar morphology to the cartilage nodules found in cultures of limb mesenchyme. As expected, treatment with BMP4 resulted in an increase in the number of Alcian blue stained nodules with cartilage morphology [38-40]. Treatment with TGF-β resulted in a different response. Alcian blue staining was present throughout the entire culture but not in discreet nodules. Previously, it was shown that C3H10T1/2 cells, immortalized mesenchymal cells, treated with TGF-β demonstrate a similar response [41]. Furthermore, treatment with TGF-β resulted in increased levels of Fmod mRNA, a previously known marker for IVD (Figure 4D; [42] and Table 1).

Since the TGF-β treated micromass cultures expressed Fmod and did not demonstrate typical cartilage morphology, we next used microarray analysis to test the hypothesis that TGF-β could promote AF differentiation from sclerotome cells. Sclerotome cultures were set up and left untreated or treated with 5 ng TGF-β1/ml or 50 ng BMP4/ml for 8 hours at which time RNA was extracted. The experiment was set up three separate times so that we would have three biological replicates of each condition. After quality control testing of the RNA, each sample was amplified and labelled separately then hybridized to Affymetrix Mouse 430 2.0 GeneChip Arrays (9 arrays total).

Gene list for TGF-β regulated and BMP regulated genes were generated (Table 4, 5, additional file 4: supplemental table S4 and additional file 5: supplemental table S5). After normalization and statistical analysis, 281 genes that were either 2 fold up- or down-regulated by TGF-β were identified (additional file 4: supplemental table S4). Four hundred and forty eight BMP regulated genes were identified (additional file 5: supplemental table S5). Many known cartilage markers including Sox5, Sox6, Sox 9, and Aggrecan (Acan), were up-regulated by BMP (Table 5). In contrast, TGF-β did not up-regulate any of these known cartilage markers. Instead, treatment with TGF-β up-regulated many genes that were enriched in the developing IVD, including Fmod and Adamtls2 (Table 4). It is also interesting to note that many vertebrae enriched genes were down-regulated by TGF-β including Maf, a protein known to interact with Sox9 to regulate cartilage gene expression [43]. In addition, at least two tendon markers, Scx and Mkx, were regulated by TGF-β. It was recently shown that TGF-β is also required for normal tendon development [44]. Semiquantitative RT-PCR (Figure 5) and real time PCR (not shown) were used to verify regulation by TGF-β of a subset of genes. As seen in the array data, TGF-β up-regulated Adamtsl2 as well as the transcription factors Bhlhbe40, Erg, Mkx, Nfatc1, and Scx. TGF-β treatment resulted in down regulation of the transcription factors Ebf1 and Maf.

**Table 4:** Selected genes regulated by TGF-β in micromass cultures 2-fold, p < 0.05.

Probe set ID	Gene Symbol	Fold Difference	Direction	Localization	Reference
**Extracellular matrix and adhesion**					

1439827_at	Adamts12	4.38	up	IVD	Table 1

1450627_at	Ank	2.07	up	IVD	[79]

1420569_at	Chad	6.24	up	V (end plate)	[31]

1457296_at	Cilp	3.25	up	IVD	[30]

1416164_at	Fbln5	2.47	up	IVD	Table 1

1422733_at	Fjx1	2.55		IVD	Table 1
1450728_at		2.36	up		

1438966_x_at	Fmod	5.07	up	IVD	Table 1
1456084_x_at		5.01			
1415939_at		5.23			
1437324_x_at		5.77			
1437685_x_at		4.57			
1437718_x_at		5.27			

1434510_at	Papss2	2.02	up	V	[80]

1435603_at	Sned1	6.04	down	V	Table S2

**Growth factors and regulators**					

1449545_at	Fgf18	4.41	up	IVD	Table 1

1421365_at	Fst	2.20	up	IVD	[75]

1438251_x_at	Htra1	3.06	up	IVD	[81]

1421844_at	Il1rap	2.23	up	IVD	Table S1

1448593_at	Wisp1	2.42	up	IVD	Table 1
1448594_at		2.64			

**Signal transduction**					

1423422_at	Asb4	2.14	down	V	Table S2
1433919_at		2.26			

**Transcription factors**					

1418025_at	Bhlhe40	2.42	up	IVD	[82]

1416302_at	Ebf1	2.47	down	V	Table S2
1416301_a_at		2.06			
1448293_at		2.37			

1440244_at	Erg	2.11	up	IVD	Table 1

1456786_at	Ldb2	2.32	down	V	Table S2

1435828_at	Maf	4.72	down	V	[83]
1437473_at		3.05			
1447849_s_at		4.23			
1456060_at		4.26			

1437492_at	Mkx	2.45	up	IVD, Tendon	[84]

1417621_at	Nfatc1	3.2	up	IVD	Table 1
1428479_at		2.71			

1428983_at	Scx	4.03	up	Tendon	[85]

**Unknown function**					

1427182_s_at	D18Ertd653e	3.15	up	IVD	Table S1
1452343_at		2.67			

1441977_at	9630023C09Rik	2.49	down	V	Table S2

IVD = intervertebral disc annulus, V = vertebral cartilage, Table S1 = additional file 1: supplemental table S1, Table S2 = additional file 2: supplemental table S2.

**Table 5:** Selected genes regulated by BMP4 in micromass cultures 2-fold p < 0.05.

Probe set ID	Gene Symbol	Fold Difference	Direction	Localization	Reference
**Cytoskeleton**					

1434326_x_at	Coro2b	2.46	down	IVD	Table 1

**Extracellular matrix and adhesion**					

1449827_at	Acan	3.71	up	V	[71]

1424131_at	Col6a3	3.03	down	IVD	Table 1

1421987_at	Papss2	6.42	up	V	[80]
1434510_at		9.33			
1421989_s_at		7.30			

**Growth factors and regulators**					

1429273_at	Bmper	2.70	up	V	Table S2

1449545_at	Fgf18	6.52	down	IVD	Table 1

1419139_at	Gdf5	2.43	down	IVD	Table 1

1450704_at	Ihh	4.80	up	V	[86]

1428853_at	Ptch1	2.15	up	V (perichondrium)	[31]

**Transcription factors**					

1448601_s_at	Msx1	2.89	up	DM	[87]

1423500_a_at	Sox5	2.35	up	V	[88]
1432189_a_at		2.02			
1455535_at		2.12			

1427677_a_at	Sox6	2.23	up	V	[88]

1447655_x_at		2.17			

1424950_at	Sox9	3.36	up	V	Table S2
1451538_at		2.89			

DM = dorsal trunk mesenchyme, IVD = intervertebral disc annulus, V = vertebrae cartilage, Table S1 = additional file 1: supplemental table S1, Table S2 = additional file 2: supplemental table S2.

**Figure 5:**
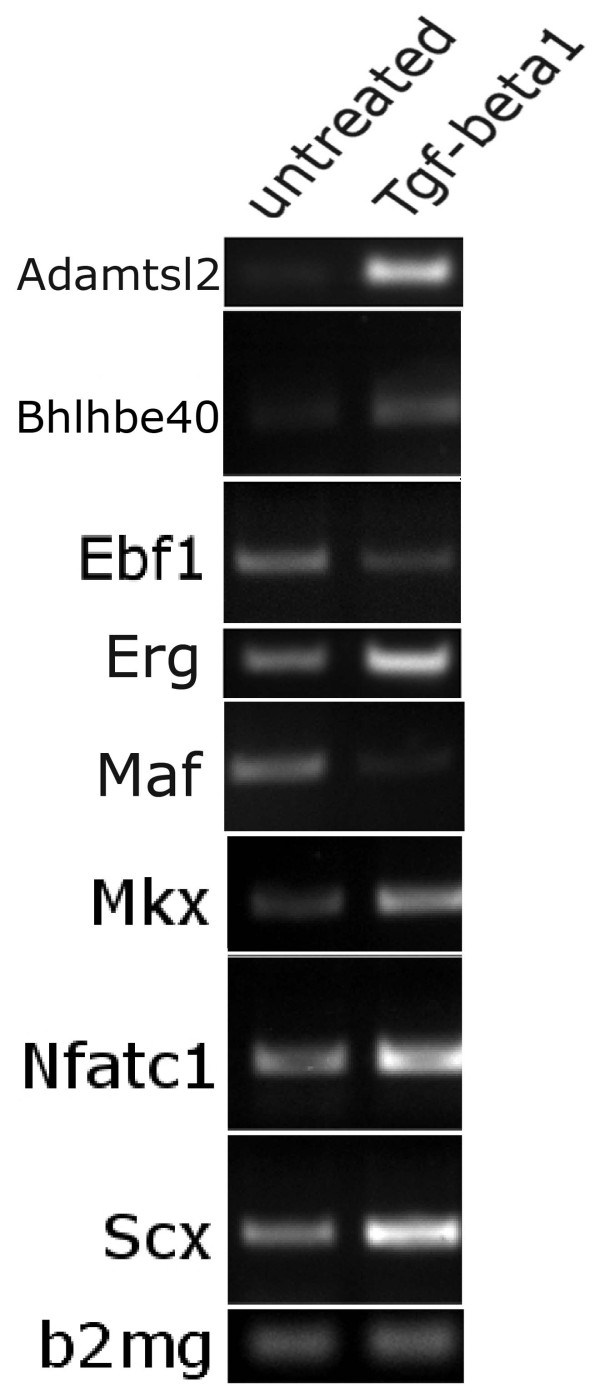
**Verification of regulation of selected genes by TGF-β using RT-PCR**. Sclerotome was treated with TGF-β1 for 8 hours at which time RNA was isolated, cDNA was made and semiquantitative RT-PCR performed. Beta-2-microglobulin (b2 mg) was used as a loading control. Product formation in the linear range is shown.

Scatterplot analysis was used to give a more global analysis of the molecular profile of TGF-β treated sclerotome (Figure 6). First, the list of TGF-β up-regulated genes was superimposed on the experiments describing differential expression of genes in the wild type IVD versus the wild type vertebrae (Figure 6A). In this plot, genes preferentially expressed in the IVD are represented as dots below the center line, with high significance of difference below the outer line. Overall the genes that are up-regulated by TGF-β were skewed toward expression in the IVD supporting the hypothesis that TGF-β can promote IVD phenotype at the molecular level. 

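Most genes of Table 4 raised by TGF-β in culture were higher in control IVD than in control vertebrae on the arrays of this comparison. Of the 28 probe sets of these 19 genes 26 were higher in IVD and 17 at least 2-fold, with a median log2 difference of 1.23. Il1rap, a subunit of the interleukin-1 receptor, was higher by 1.34 (adjusted p = 0.0322 from limma with the mouse as a random block) and Wisp1, a matricellular signalling protein, by 1.49 (adjusted p = 0.0365), and over all settings their adjusted p ran up to 1. Fst, an inhibitor of activin, differed by 0.86 (0.27 without control IVD 1, 0.44 without control vertebrae 2 and 1.55 without control vertebrae 1), Htra1, a secreted protease, by 1.86 (standard error 0.90), Mkx, a homeobox factor of tendon, by 2.10 (standard error 1.07), and Scx, a bHLH factor of tendon, by 0.49 (standard error 0.28). Of the 28 probe sets 3 passed an adjusted p of 0.05 in the fit with the random block, and 1, that of Htra1, passed with a fixed block (adjusted p = 0.0388). Without a block 0 passed in limma and 8 had an unadjusted p under 0.05 (4 without control vertebrae 3 and 5 without control IVD 2), against 13 and again 0 after adjustment in the unequal variance test. Of the 12 probe sets of the 6 genes lowered by TGF-β, 11 were lower in IVD, with a median of -1.01. The table was chosen in part by these arrays, so its direction in IVD is not independent evidence. Of the 10 tendon genes fixed as a list, 5 were higher and 5 lower in IVD (median 0.04, camera adjusted p = 0.0772).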

Next, the list of genes that are preferentially expressed in the IVD was superimposed on the experiment describing genes that are regulated by TGF-β in sclerotome (Figure 6B). In this case, dots above the center line represent genes that are up-regulated by TGF-β and genes below the line are down-regulated by TGF-β. There were more genes in the IVD that were up-regulated than down-regulated by TGF-β. In contrast, if the list of genes that is preferentially expressed in the vertebrae is superimposed on the experiment describing genes that are regulated by TGF-β, genes that are down-regulated by TGF-β predominate. Together the results suggest that TGF-β supports differentiation of IVD from sclerotome.

**Figure 6:**
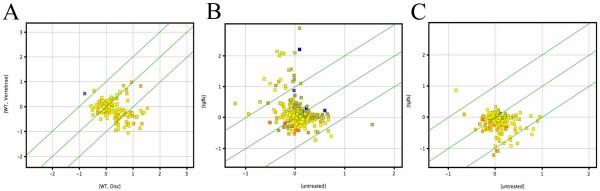
**Scatter plot analysis**. (A) The list of genes that were up-regulated 2-fold by TGF-β was superimposed on the experiment describing differences in wild type vertebrae (WT, vertebrae) and wild type IVD (WT, disc). The dots representing TGF-β genes are preferentially expressed in the IVD. (B) The list of IVD enriched genes was superimposed on the experiment describing genes in cultured sclerotome that were regulated by treatment with TGF-β. The dots representing IVD enriched genes are weighted toward being up-regulated by TGF-β. (C) The list of vertebrae enriched genes was superimposed on the experiments describing genes regulated by TGF-β. Vertebrae enriched genes were more likely to be inhibited by TGF-β.

## Discussion

In this study we used microarray analysis to begin to address the mechanism of TGF-β action in development of the axial skeleton. First, we identified a list of IVD enriched genes that can be used as markers to distinguish developing IVD from the adjacent vertebrae. We also identified a number of genes for which expression is altered in control IVD versus Tgfbr2-deleted IVD. GO analysis indicated that genes associated with development of multicellular organisms, patterning, and adhesion were altered by the loss of Tgfbr2 in the presumptive IVD. Hierarchical clustering analysis indicated that at the molecular level, Tgfbr2 mutant IVD more closely resembled vertebrae than control IVD. The results suggest that Tgfbr2 is required to prevent cartilage formation in the presumptive IVD. We then showed that a number of IVD enriched genes are up-regulated by TGF-β in cultured sclerotome whereas vertebrae enriched genes tended to be down-regulated by TGF-β. The results suggest that TGF-β can also promote differentiation of IVD (AF compartment) from sclerotome.

One outcome of the molecular profiling described here is a list of genes that can be used as markers for developing IVD. It was shown previously that Tgfb3 is one of the earlier markers to denote where the future IVD will form within the sclerotome [11,12]. In addition, we and others have previously used Fmod as a marker for the developing IVD AF [25,42]. Both of these known markers were identified as IVD enriched genes in the screen described here. In addition, the list of markers can be expanded to include GDF5 and Wnt9a, which are also expressed in the interzone of developing synovial joints [45]. Furthermore, several disease-related genes were identified as enriched in the IVD. These include Adamtsl2, Aspn, and Trps1. 

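Wnt9a, a Wnt ligand of the joint interzone, was higher in control IVD than in control vertebrae by 0.71 on the log2 scale (standard error 0.21, adjusted p = 1 from limma without a block), and its values in the 3 IVD and 3 vertebrae arrays did not overlap, as chance gives for 10% of genes. Of 14 joint interzone genes, Wnt9a and Gdf5 among them, 12 were higher in IVD with a median of 0.65 (0.40 without control vertebrae 2 and 0.41 without control IVD 1), and 3 when adjusted over the list alone (camera adjusted p = 1.2e-07, and adjusted p = 0.10 with an estimated correlation). Fmod, the marker named above, was higher by 1.44 (standard error 0.71), with differences of 1.30 to 1.55 in the 3 mice. Its adjusted p was 0.147 with the mouse as a random block and 0.0579 with a fixed block. Between mutant and control IVD, Wnt9a differed by 0.17 (standard error 0.20), and by 0.04 without mutant IVD 2, 0.08 without control IVD 1, 0.30 without control IVD 2 and 0.32 without mutant IVD 3.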

Adamtsl2 is associated with Geleophysic dysplasia (OMIM: #231050). Patients with Geleophysic dysplasia present with a variety of skeletal abnormalities. It was also recently shown that Adamtsl2 regulates the bioavailabilty of TGF-β resulting in increased TGF-β activity in fibroblasts from Geleophysic dysplasia patients [46]. Polymorphisms in Asp, like Cilp, which is regulated by TGF-β, are associated with Lumbar disc disease (OMIM: #603932). Both Aspn and Clip are extracellular matrix proteins that bind to TGF-β and suppresses its activity [30]. The D14 allele of Aspn is associated with both osteoarthritis and Lumbar disc disease and inhibits TGF-β activity to a greater extent than other alleles [32,47]. Trichorhinophalangeal syndrome, type I (OMIM: #190350) is caused by haploinsuffiency in the transcription factor Trps1. Patients have distinctive craniofacial and skeletal abnormalities. It is not known how Trps1 might regulate development in the axial skeleton [48].

Gene Ontology (GO) analysis of the genes that were regulated in control versus mutant IVD allowed us to determine biological processes that might be altered by loss of Tgfbr2. Eleven GO terms were represented at a significant level in the control versus mutant IVD gene list. The 11 terms could be broadly divided into three categories: multicellular organism development, patterning, and adhesion. Previously we showed that Tgfbr2 is required for normal development of the IVD [25,26]. Using Pax1 and Pax9 as markers of rostral-caudal patterning within the sclerotome we also showed that this patterning was disrupted in Tgfbr2 mutant mice [25]. The list of patterning genes altered by loss of Tgfbr2 is extended in this analysis. We did not previously address alterations in adhesion due to loss of Tgfbr2 in the axial skeleton. The profiling presented here suggests that this would be a logical avenue for future experiments to understand the mechanism of Tgfbr2 action in the development of the axial skeleton and specifically in development of the IVD.

Hierarchical clustering analysis using a list of genes broadly associated with development indicated that by E13.5 days at the molecular level, mutant IVD more closely resembled vertebrae than control IVD. We previously showed that cartilage fills the presumptive IVD space in mutant mice by E14.5 days suggesting that one of the roles of TGF-β in the axial skeleton is to prevent chondrogenic differentiation in the presumptive IVD [25,26]. More recently, we showed that Tgfbr2 also acts to limit chondrogenesis in limb mesenchyme grown in micromass culture [35]. Limb mesenchyme from mice with targeted deletion of Tgfbr2 via Prx1-Cre recombination grown in micromass culture consistently demonstrated an increase in the number of cartilage nodules with increased levels of Alcian blue staining relative to untreated cells from control limbs suggesting TGF-β limits the formation of cartilage from mesenchymal cells. The Prx1Cre; Tgfbr2^lox/lox ^mice also demonstrated a failure to maintain the interzone during development of the joints in the digits. The presumptive interzone was replaced with cartilage resulting in fusion of the synovial joints in the digits. Overall, the data suggest that TGF-β is anti-chondrogenic in limb and sclerotome mesenchyme, allowing development of the synovial and axial joints. The early development of the growth plate of the long bones and vertebral bodies was surprisingly normal in these mice suggesting TGF-β is not required for early development of these structures as previously suspected [25,35]. The effects of TGF-β on mature permanent cartilages, like the articular cartilage, are distinct in that TGF-β appears to maintain the cartilage phenotype and prevent hypertrophic differentiation in these tissues [49-52]. It is known that the response of a cell to TGF-β is dependent on its differentiation status [53].

To identify genes that are potentially involved in the anti-chondrogenic activity of TGF-β, we can compare the lists of vertebrae enriched genes, genes that are up- regulated in the IVD by loss of Tgbr2 in vivo and genes that are directly down- regulated by TGF-β in sclerotome grown in culture. For example, one transcription factor, Ebf1, meets all three of these criteria. 

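Ebf1, a transcription factor of the early B-cell factor family, was lower in control IVD than in control vertebrae on its 3 probe sets, with log2 differences of -2.26, -1.10 and -2.31 (standard errors 0.39, 0.46 and 0.57, n = 3). In mutant IVD it was higher than in control IVD on the same probe sets, by 2.04, 1.13 and 1.59 (standard errors 0.36, 0.43 and 0.53), and by 1.80, 0.83 and 1.17 without mutant IVD 3. The third of these differences was 0.97 without control IVD 2. The smallest adjusted p among these values was 0.608 in limma. With the mouse as a random block the control difference had an adjusted p of 0.0639 at the least. The values of the first probe set did not overlap between groups in either comparison, as chance gives for 10% of genes with 3 arrays against 3 and for 5.71% with 4 against 3. Both comparisons share the control IVD arrays, so a low value there moves both.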

Here we showed using in situ hybridization that Ebf1 is expressed at a low level in the presumptive vertebrae as early as E12.5 days. Nothing is known about the role of this factor in development of the axial skeleton; however, it was recently shown that Ebf1 is expressed in cells of the osteoblast lineage and controls osteoblast differentiation [54]. Ebf1-null mice are runted but have an increase in the number of osteoblasts in the bone. We can propose a testable model in which Ebf1 is expressed in the developing vertebrae and is normally down-regulated by TGF-β in the IVD. In the absence of TGF-β, Ebf1 is up-regulated in the IVD region promoting vertebral development. Likewise, another transcription factor, Maf, is down-regulated by TGF-β in cultured sclerotome and up-regulated in mutant IVD relative to control IVD. 

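Maf, a bZIP transcription factor of chondrocyte differentiation, differed between mutant and control IVD by 0.77 on the log2 scale as the mean of its probe sets (standard error 0.24, adjusted p = 1 from limma, 4 mutant and 3 control arrays). Its largest difference was 1.14 (standard error 0.41), and the mean difference was 0.75 without mutant IVD 3. Between control IVD and control vertebrae its 4 probe sets differed by -0.89, -0.72, -0.52 and 0.01 (standard errors 0.21, 0.43, 0.51 and 0.49). The first was lower in all 3 mice, with an adjusted p of 0.225 when the mouse was a random block in limma.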

Maf was previously shown to cooperate with Sox9 to regulate many cartilage-enriched genes [43]. It is possible that down-regulation of Maf by TGF-β is at least partially responsible for its antichondrogenic activity.

Based on results from overlaying lists of genes that are up-regulated by TGF-β with genes that are enriched in the IVD we propose that TGF-β can also promote formation of IVD AF from sclerotome. Previous studies have also shown that adult marrow stromal cells treated with TGF-β more closely resemble IVD than cartilage based on the expression of a smaller set of molecular markers [55]. More recently, it was suggested that TGF-β can either promote cartilage differentiation or shift mesenchymal cell differentiation from a chondrogenic to a fibrous (or tendon) fate depending on the presence of *Tgif1 *and down-regulation of *Sox9 *[56]. Neither expression of Sox9 or Tgif1 were affected by TGF-β in either the cell culture or in vivo experiments performed here suggesting additional modes of regulation exist. 

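Sox9, the transcription factor that starts chondrogenesis, differed between mutant and control IVD by 0.33 on the log2 scale (standard error 0.22) and Tgif1, a repressor of TGF-β targets, by 0.00 (standard error 0.14, adjusted p = 1 for both from limma, 4 mutant and 3 control arrays). The difference of Tgif1 changed sign between settings and ran from -0.13 to 0.125. Between control IVD and control vertebrae Sox9 differed by -0.56 (standard error 0.23, and -0.35 without control vertebrae 2) and Tgif1 by 0.39 (standard error 0.15).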

We can generate hypotheses about how TGF-β promotes IVD development by comparison of genes that are enriched in the IVD, down-regulated in the mutant IVD, and up-regulated by TGF-β in culture. For example, the transcription factor, Erg, meets all three criteria. It was previously shown that mouse Erg is preferentially expressed in the developing interzone and in the presumptive IVD [57,58]. 

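Erg, an ETS transcription factor of joint cartilage, was higher in control IVD than in control vertebrae by 1.54 on the log2 scale (standard error 0.70, n = 3) on the probe set of Table 1. In mutant IVD the same probe set differed from control IVD by -1.34 (standard error 0.65), and by -0.72 without mutant IVD 3. The adjusted p was 1 for both in limma. With the mouse as a random block the control difference had a standard error of 0.19 and an adjusted p of 0.0729. Both comparisons share the control IVD arrays.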

Over-expression of Erg in mice using the Col2a promoter resulted in a delay in hypertrophic differentiation in the long bones. Furthermore, Tenascin C expression, a marker for articular cartilage, was expanded. It was suggested that the function of Erg was to promote the formation of permanent cartilage. The effects of Erg in the axial skeleton were not addressed but we can propose a testable model in which TGF-β regulates expression of Erg, which in turn could promote formation of the fibrocartilage of the IVD.

## Conclusions

Based on the molecular profiling described here, we propose that TGF-β has two functions in development of the AF in the IVD: 1) to prevent chondrocyte differentiation in the presumptive IVD space and 2) to promote differentiation of AF from sclerotome. We have identified genes that are enriched in the IVD and regulated by TGF-β that warrant further investigation as important regulators of IVD development.

## Methods

### Mouse crosses

All mice in this study were maintained under the guidelines of the Institutional Animal Care and Use Committee of the University of Alabama at Birmingham. Mice in which exon2 of *Tgfbr2 *was flanked with loxP sites (Tgfbr2^f/f^) were obtained from Dr. H.L Moses, Vanderbilt University, Nashville, TN [59]. Tgfbr2^f/f ^mice were mated to transgenic mice that express Cre under the control of the Col2a promoter (obtained from Jackson Labs, ME;[60] to create mice in which *Tgfbr2 *was deleted in sclerotome (Baffi et al 2004, 2006). The genotype of adult transgenic mice was determined by PCR analysis of genomic DNA isolated from tail biopsies as previously described [25,26]. Timed pregnancies were set up by crossing Col2aCre;Tgfbr2^loxP/wt ^mice to Tgfbr2^loxP/loxP ^mice. Noon on the day of the vaginal plug was counted as E 0.5 day. Cre-negative mice were used as controls and sometimes referred to as "wild type". Col2aCre;Tgfbr2^loxP/loxP ^mice were used as the experimental group.

### Laser Microdissection

E13.5 day control and mutant mouse embryos were rinsed in DEPC treated PBS, embedded into OCT and frozen for sectioning. Using a cryostat, 8-12 um sagittal cut frozen sections were collected and placed on PALM PEN-Membrane Slides (P.A.L.M. Microlaser Technologies GmbH, Bernried, Germany). The frozen sections were then quickly dehydrated (70 to 100% EtOH) and stored in Xylene prior to LCM. Laser Capture Microdissection (LCM) was carried out by using a Zeiss/PALM Microbeam Instrument (Microdissection System; Carl Zeiss Microimaging GmbH, Munchen, Germany). The presumptive IVD from the lumbar region (Figure 1) were collected into RNase/DNase free special PALM AdhesiveCaps (P.A.L.M. Microlaser Technologies GmbH, Bernried, Germany). After IVDs were collected, the adjacent presumptive vertebrae were collected into a separate adhesive cap. Collected sample tubes were stored at -80C until RNA was isolated. RNA was isolated using Ambion RNAqueous - Micro Kit (Austin, TX). The optional DNase treatment step was included.

### Sclerotome Micromass Culture

Sclerotome cultures were set up using a method similar to that used for limb micromass cultures [34,35]. Briefly, after removal of the notochord, sclerotome ventral to the neural tube was isolated from E11.5 day mouse embryos. Mesenchymal cells were dissociated into a single cell suspension with incubation in 1 mg/ml collagenase D at 37°C for 30 minutes and reconstituted at a density of 1 × 10^7 ^cells/ml. Twenty microliters of cell suspension was dropped into each well of a 24 well plate. After a pre-incubation time of 1 h at 37°C to allow cells to attach, the cultures were then flooded with F-12:DMEM (3:2) containing 10% FBS, 50 μg/ml ascorbic acid, 10 mM β-glycerolphosphate, 2 mM glutamine, antibiotics with or without 5 ng/ml of TGFβ1 or 50 ng/ml BMP4 (R&D Systems). Cultures were incubated at 37°C in CO_2 _incubator. To stain with Alcian blue, micromass cultures were rinsed with PBS and fixed with 4% paraformaldehyde for 15 minutes at room temperature at which time cells were incubated in Alcian blue staining solution (75%-ethanol Alcian blue solution: 0.1 M HCl = 4:1) at 37°C overnight. Cells were then washed with 70% ethanol and photographed. RNA was extracted from the cells in culture using the standard Trizol method [61]. RNA was Dnase treated and then tested using RT-PCR to assure there was no DNA contamination in the samples.

### Affymetrix Microarrays

The Affymetrix Mouse 430 2.0 GeneChip Array was completed in the Gene Expression Shared Facility located in the Heflin Center for Genomic Sciences at the University of Alabama, Birmingham. The quality of each RNA sample was determined by analysis on the 2100 Agilent Bioanalyzer prior to RNA labeling. Detailed genechip analysis procedures are presented in the Manufacturer's GeneChip Expression Technical Manual (Affymetrix). Briefly, 50 ng of total RNA from each sample was used in a two cycle cDNA amplification protocol using T7-linked oligo dT primers as per the manufacturer's instructions. After the first round of cDNA synthesis an *in vitro *transcription step was utilized to amplify the RNA following which a second round of cDNA synthesis was performed. Subsequently, cRNA was generated and biotin was incorporated into the cRNA strand by standard methods (Affymetrix) followed by cRNA fragmentation, and preparation of hybridization cocktail. The arrays were hybridized overnight at 45°C, and then washed, stained, and scanned the next day. Gene expression levels were extracted using AGCC (Affymetrix GeneChip Command Console).

### Microarray Analysis

Statistical analysis and gene lists for the array experiments were generated using the software package GeneSprings (Agilent, Santa Clara, CA). Bioinformatics analysis including scatterplots, clustering, Gene Ontology (GO) and Gene Set Enrichment Analysis (GSEA), were also performed using GeneSprings (Agilent, Santa Clara, CA). Briefly, to generate gene lists, the raw GeneChip files (.cel) from GeneChip Operating Software (AGCC, Affymetrix, CA) were uploaded to Genesprings, background was subtracted, and data was normalized using the RMA method and default settings in Genesprings. The control or otherwise mentioned group was used as a baseline to calculate the intensity ratio/fold changes of the treated versus the control groups. The ratio was log2-transformed before further statistical analysis. The p-values were obtained by ANOVA assuming unequal variance. Clustering and scatter analysis was also done in Genesprings.

Microarray data was deposited into the Gene Expression Omnibus (GEO; accession number GSE18649).

### In situ hybridization

E12.5 embryos were fixed in 4% paraformaldehyde (PFA) overnight at 4°C then processed for paraffin histology. DIG labeled probes for Nfatc1[62] and Ebf1 [63] were synthesized using T7/Sp6 DIG RNA Labeling Kit (Roche). 5 μm thick tissue sections were dehydrated and fixed for 10 min in 4% PFA then treated with 1 μg/ml proteinase K for 10 min. Sections were post-fixed in 4% PFA for 5 min then treated for 10 min with acetic anhydride in 0.1 M triethanolamine. Pre-treatment was done for 1 hr at 65°C with hybridization buffer (10 mM Tris pH7.5, 600 mM NaCl, 1 mM EDTA, 0.25% SDS, 10% Dextran Sulfate, 1× Denhardt's, 200 μg/ml yeast tRNA, 50% formamide) then incubated overnight at 65°C with probe diluted 1:100 in hybridization buffer. Post-hybridization washes were done in 1× SSC/50% formamide at 65°C for 30 min, TNE (10 mM Tris pH7.5, 500 mM NaCl, 1 mM EDTA) for 10 min at 37°C, TNE/20 μg/ml Rnase A for 30 min at 37°C, TNE for 10 min at 37°C, 2× SSC for 20 min at 65°C, and 2 washes in 0.2× SSC for 20 min each at 65°C. For the antibody incubation, sections were washed in MABT (100 mM Maleic Acid, 150 mM NaCl, 0.1% Tween-20, pH7.5) then incubated for 1 hr in 20% heat inactivated sheep serum (HISS) and 2% blocking solution (Roche) in MABT before adding anti-DIG-AP (1:2500, Roche) in 5% HISS/MABT and incubating overnight at 4°C. Sections were then washed with MABT and placed in BM Purple (Roche).

### RT-PCR

RNA samples were collected from sclerotome micromass cultures untreated or treated with 5 ng/ml Tgfβ1 for 8 hrs, using Trizol (Invitrogen). cDNA was synthesized from equal amounts of total RNA using Superscript III (Invitrogen) with random primers. Semi-quantitative PCR was done using equal amounts of cDNA templates and samples were collected at 25, 30 and 35 cycles. Template amount was normalized using beta2 microglobulin as an internal control. Primer sets used for PCR are listed in additional file 6: supplemental table S6. Primers were designed using NCBI primer BLAST or selected from Primer Bank [64,65].

## Authors' contributions

PS set up the crosses and genotyped all of the mice used for this study, performed laser capture and RNA isolation, set up the sclerotome cultures, treated and isolated RNA from the cultures. MC performed the in situ hybridization experiments and RT-PCR to verify gene expression. DC generated the initial gene lists from the microarray data and assisted with additional statistical and bioinformatics analysis. RS conceived the experimental design, coordinated the experiments, did literature and database searches for gene expression patterns, performed analysis using GeneSprings software, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **IVD enriched genes**. List of all E13.5 day IVD enriched genes. Click here for file

Additional file 2 **Vertebrae enriched genes**. List of all E13.5 day vertebrae enriched genes. Click here for file

Additional file 3 **Genes differentially expressed in control and *Tgfbr2*-deleted IVD**. List of genes regulated by loss of Tgfbr2 in E13.5 day IVD. Click here for file

Additional file 4 **TGF-β regulated genes**. List of all genes regulated in sclerotome cells after 8 hours of treatment with 5 ng/ml TGF-β1. Click here for file

Additional file 5 **BMP4 regulated genes**. List of all genes regulated in sclerotome cells after 8 hours of treatment with 50 ng/ml BMP4. Click here for file

Additional file 6 **Primers table**. Primers used for PCR. Click here for file

# Supplementary material for: Molecular profiling of the developing mouse axial skeleton: a role for Tgfbr2 in the development of the intervertebral disc
**Source:** BMC Dev Biol. 2010 Mar 9;10:29. doi: 10.1186/1471-213X-10-29
**Supplement:** Additional file 6 — Primers table. Primers used for PCR.

| Gene Name | Gene Bank Accession # | Forward Primer (5'-3') | Reverse Primer (5'-3') | product size | Primer Bank ID |
| --- | --- | --- | --- | --- | --- |
| Adamtsl2 | NM_029981.1 | AGACATGCCGCAACCCAGCC | CAGCTCCCACTGCACGGTCC | 226bp |  |
| b2m | NM_009735 | TTCTGGTGCTTGTCTCACTGA | CAGTATGTTCGGCTTCCCATTC | 104bp | 31981890a1 |
| Bhlhbe40 | NM_011498.3 | ACGGAGACCTGTCAGGGATG | GGCAGTTTGTAAGTTTCCTTGC | 103bp | 6755680a1 |
| Ebf1 | NM_007897.2 | GCATCCAACGGAGTGGAAG | GATTTCCGCAGGTTAGAAGGC | 175bp | 6681253a1 |
| Erg | NM_133659.2 | TCACCCCTCAGTCCAAAGCTGC | TCCCCGTTGGTGCCTTCCCA | 217bp |  |
| Fmod | NM_021355.3 | CAACTCCAGCAGCCTTCTTGAG | GCTGATGGAGAACTCATTGATCCTG | 124bp |  |
| Maf | NM_001025577.2 | GCTTCAGAACTGGCAATGAA | GTCTCCACCGGTTCCTTTTT | 113bp |  |
| Mkx | NM_177595.3 | AACCCGTACCCCACCAAGACC | AAGCCCAGCTTAAATCTGGCT | 139bp | 29243954a3 |
| Nfatc1 | NM_198429.1 isoform a | GGAGCGGAGAAACTTTGCG | GTGACACTAGGGGACACATAACT | 94bp | 3643195a1 |
| Scx | NM_198885.2 | CATTTCTCACCTGGGCAATGTGCT | CAACTTTCTCTGGTTGCTGAGGCA | 208bp |  |

How the deposited data were processed for this re-analysis (not part of the article)

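Gene expression was measured on 13 arrays from laser-captured lumbar tissue of E13.5 mouse embryos: control IVD (3 arrays), control vertebrae (3), Tgfbr2-mutant IVD (4) and Tgfbr2-mutant vertebrae (3). Control mice carried no Cre, and in mutant mice Tgfbr2 was deleted by Cre under the Col2a promoter. The arrays came from 50 ng of total RNA after a 2-cycle amplification. According to the paper's methods, the authors subtracted background and normalized with the RMA method at the default settings of GeneSpring.

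The deposited values are on the log2 scale, as the methods state. Every probe set has a median of 0 over the 13 arrays, and differences between group means equal the log2 folds of Tables S1 and S2, with a largest gap of 3.51e-06. The values therefore hold differences between arrays and no level of expression, so signal over background is unknown and the number of arrays limits the precision. Of the probe sets on the array, 34958 carry the name of 1 gene, 932 carry several names and 9142 carry none. Another 69 were named from the paper's tables, and 18247 genes were named in all.

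The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15. A linear model of the 4 groups was fitted to each of 45037 probe sets with limma's lmFit and eBayes, and tests were two-sided. A probe set was called at an adjusted p under 0.05, adjusted by the Benjamini-Hochberg method over all probe sets tested. The test named in the paper's methods, an analysis of variance with unequal variances, was run as an alternative.

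The paper's methods state that vertebrae next to the captured IVDs went into a second cap, but name no pairing in the statistics. The model therefore had no block. Control IVD and control vertebrae came from the same mice, but which array numbers share a mouse is not stated. Control arrays of the same number were taken as the same mouse. After group means were removed, control IVD and control vertebrae of the same number correlated across probe sets with r = 0.80, 0.57 and 0.57, which are not independent replicates. Mutant arrays of the same number had r = -0.40, 0.24 and -0.15. Their numbers were used as pairs only in the alternative fit with the array number as a fixed block over all arrays. The consensus correlation of the control pairs was 0.538. With this random block in the control arrays 42 probe sets were called between control tissues. In the fit of all arrays with the array number as a fixed block, limma called 0 (1395 at an unadjusted p under 0.05).

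The comparisons, their tests, 36 gene lists and the rule for naming genes were set before the data were examined. The fold differences in the paper's tables had been seen by then. The rule names the genes of the paper's text and tables, the probe sets with the smallest p per comparison and direction, up to 4 members per list, and Tgfbr2, sex-linked genes, Col2a1, Acan, Sox9 and Tgif1. Tgfbi and Dpt are given for the control comparison because they passed with the block, a choice made after their values were seen. Some results are not reported here. Of 576 listed genes 545 were measured.

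A list used the mean of all probe sets of each gene, since centred values hold no level by which to choose the brightest. Sox9, Tgif1 and Wnt9a are given as this mean too. Lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 36 lists. Of all calls in the 5 comparisons, only those of axon guidance and Hox groups 9 to 13 in mutant IVD against control IVD held with the estimated correlation. Between control IVD and control vertebrae, the median and mean of the Wnt response list (-0.07 and 0.24), of the osteoblast list (-0.06 and 0.09), of the FGF and ERK response list (-0.03 and 0.04) and of the liver list (-0.13 and 0.08) differed in sign. Between mutant and control IVD this was so for tendon (0.01 and -0.16) and skeletal muscle (-0.02 and 0.04). For Y-linked genes between the control tissues the test pointed up where the median was -0.02. In the other 3 comparisons the signs differed only for lists that did not pass the test.

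Alternatives were a fit of the 2 groups alone, replicate blocks, quantile normalization, a variance trend with robust estimation, array weights, sex-linked, neuronal and liver means as covariates, and leaving out each array. A planned filter on dim probe sets was not run, since the centred values hold no level. The method was tested on simulated data with the same groups and independent arrays, without the correlation of the control pairs. Of 50 probe sets moved by 2 on the log2 scale, 32 were called between control tissues and 37 between mutant and control IVD. Among unchanged simulated probe sets, 529 and 456 passed the paper's threshold in limma in these comparisons and 10 were called in each. By the unequal variance test 207 and 239 passed the threshold. Camera called 20 of 20 shifted sets and 1 of 100 unchanged sets.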

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

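All tests of explanations in this part were chosen only after the result was seen.

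Mutant IVD 3 lay at the vertebrae end of the IVD-enriched and vertebrae-enriched genes, at 1.02 on a scale where control IVD is 0 and control vertebrae 1. In this array the tendon mean was -0.51, the X inactivation mean 0.58 and the Y-linked mean -0.009, far from the other 3 mutant IVD arrays. In mutant IVD 4 the skeletal muscle mean was 1.60 and the macrophage mean 0.25, far from its group. Over 40 quantities tested in the 4 mutant IVD arrays 6 passed Dixon's critical value, where chance gives about 1 in 20.

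RNA of nervous tissue or liver diluting the disc RNA of mutant IVD 3 is argued against as the whole cause. The mean of its 3 cartilage lists exceeded the highest other mutant IVD array by 0.478, and dilution would lower it. An exchange of labels with a mutant vertebrae array is argued against too, since the lowest mutant vertebrae array lay at 1.04. Control vertebrae 3, the array closest to mutant IVD 3 by correlation (r = 0.421), also had high Xist and a neuronal mean of 1.80. It lay at 1.04, and an exchange with it was not tested. Vertebral tissue in the capture, or a wrong label of this array alone, cannot be told apart from a disc of vertebral character, since its fibrous minus cartilage difference, -0.939, lay among the vertebrae arrays. Its means of Hox groups 9 to 13 (0.371) and axon guidance (0.32) lay above mutant vertebrae (at most 0.157 and 0.176) and near mutant IVD, which goes against a wrong label, but the nervous tissue RNA of this array (neuronal mean 2.49) may carry both.

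Posterior Hox genes (groups 9 to 13) were higher in mutant IVD than in control IVD, with a median log2 difference of 0.33. The list had a camera adjusted p of 0.000536 with the Y-linked mean as a covariate, and 4.94e-07 to 0.01 over all settings. Only mutant IVD 3 and mutant vertebrae 3 shared the high Xist of the controls, so this covariate parts sex from genotype through them alone. Their Hox means were 0.371 and 0.129, against -0.377 to -0.131 in the control arrays. This rests on a single array of each tissue, and nervous tissue RNA may carry the value of mutant IVD 3. The sex of the embryos is therefore not excluded as a cause. RNA of the nervous system in mutant IVD is argued against as the whole cause, with an adjusted p of 6.35e-06 when the neuronal mean was a covariate. A more posterior level of the mutant captures cannot be told apart from a change of Hox expression, since Hox groups 3 to 8 had a median of 0.0436 with members in both directions.

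Cell cycle genes were lower in both mutant tissues, but neither call held in camera with an estimated correlation (adjusted p = 0.279 in IVD and 0.304 in vertebrae). Liver and blood RNA in control replicate 1 cannot be told apart from a change of proliferation. The median in mutant IVD was -0.118 (adjusted p = 0.016) without the 4 arrays with liver transcripts, and over all settings the adjusted p ran from 2.68e-21 to 0.279. No biological explanation was tested.

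For 7 lists camera's test of the tissue difference in mutants minus that in controls passed. Chance is not excluded for this number: the highest other permutation gave 23, but the permutations ignored the control pairs and cannot decide this. The difference between genotypes was 1.26 for neurons, 0.53 for endothelium, 0.33 for cell cycle, 0.24 for axon guidance and 0.17 for cadherins and cell adhesion. It was -0.51 for cartilage matrix and -0.57 for epithelium. With an estimated correlation none of the 7 passed, and their adjusted p ran from 0.368 to 0.666. Single arrays carried much of these values, except that of endothelium. Neurons were at 0.77 without control vertebrae 3, epithelium at -0.21 without mutant vertebrae 3 and -0.37 without mutant IVD 1, and axon guidance at 0.14 without mutant vertebrae 2, 0.13 without mutant IVD 1 and 0.13 without mutant IVD 3. Cell cycle was at 0.01 without control vertebrae 1, 0.07 without control IVD 3, 0.09 without mutant vertebrae 1 and 0.19 without mutant IVD 1 (adjusted p = 0.91, 0.629, 0.688 and 0.0828), and at 0.57, 0.51 and 0.50 without control vertebrae 3, control IVD 1 and mutant vertebrae 3. Cartilage matrix was at -0.27 without control vertebrae 3, and at -0.21, -0.20 and -0.15 without control IVD 2, mutant vertebrae 2 and mutant IVD 4 (adjusted p = 0.158, 0.152 and 0.206). For cadherins and cell adhesion the adjusted p was 0.0944, 0.0662, 0.122, 0.713 and 0.0606 without control vertebrae 1, control vertebrae 3, control IVD 3, mutant vertebrae 1 and mutant vertebrae 2, and the median 0.29, 0.34, 0.10 and 0.10 without control vertebrae 2, mutant vertebrae 3, mutant IVD 1 and control IVD 3. The cause was not tested.

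In mutant vertebrae against control vertebrae, which the paper uses in its clusters only, 6 lists outside its discussion passed camera as higher. The median was 1.54 for Y-linked genes, 0.42 for prehypertrophic and hypertrophic chondrocyte genes, 0.34 for epithelium, 0.29 for BMP response, 0.24 for Hox groups 9 to 13 and 0.22 for Schwann cell and neural crest genes. None passed with an estimated correlation. For Hox groups 9 to 13, where 10 of 14 genes were higher, the adjusted p was 0.025, and 0.304 with an estimated correlation. It was 0.0615 with the Y-linked mean as a covariate and 0.00357 to 0.304 over all settings, and the median was 0.11 without mutant vertebrae 2. Leaving out 1 array ended the calls as follows. Without mutant vertebrae 2 the adjusted p was 0.131 for Y-linked genes, 0.105 for the chondrocyte list and for BMP response, and 0.134 for Hox groups 9 to 13 and for Schwann cell and neural crest genes. Without mutant vertebrae 3 it was 0.0689 for BMP response, Hox groups 9 to 13 and Schwann cell and neural crest genes, and 0.841 for epithelium, whose median was then -0.05. Without mutant vertebrae 1 it was 0.223 for the chondrocyte list and for Schwann cell and neural crest genes. Without control vertebrae 1 it was 0.0531 for Hox groups 9 to 13 and 0.268 for Schwann cell and neural crest genes. Without control vertebrae 2 it was 0.0546 for BMP response, 0.106 for Hox groups 9 to 13, 0.133 for Schwann cell and neural crest genes and 0.081 for epithelium, and without control vertebrae 3 it was 0.0707 for epithelium. The cause was not tested.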

How the results depend on the processing

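The fit of the control arrays alone with the mouse as a fixed block, the liver covariate, array medians set to 0, the fits without the 4 arrays with liver transcripts, the neuronal covariate outside mutant IVD against control IVD, and every covariate in the tests of gene lists were chosen only after the result was seen. The planned filter on dim probe sets was not run. Signal over background is unknown, so its effect on these results is too. Where a value changed, the cause was not tested. In comparisons with mutant IVD the replicate block gives the same differences as leaving out mutant IVD 4. For these differences the block and that fit are not separate checks.

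Between control IVD and control vertebrae, the count at an adjusted p under 0.05 was 0 in limma (1105 at an unadjusted p under 0.05). It was 0 with the replicate block in the fit of all arrays (1395) and 2 with array weights. In the control arrays alone it was 42 with the replicate block as a random effect and 32 with it as a fixed one. The count at the paper's threshold, 392, became 686 after quantile normalization, 799 with array weights, 256 by unequal variances, 595 in the control arrays with a replicate block and 667 without the 4 arrays with liver transcripts. Leaving out 1 array gave 295 (without control IVD 2) to 802 (without control vertebrae 1).

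Between mutant and control IVD the count at that threshold became 439 after quantile normalization, 598 with array weights, 133 by unequal variances, 998 with the Y-linked covariate and 507 without the 4 arrays. Leaving out 1 array gave 210 (control IVD 2) to 536 (control IVD 1), with 460 without mutant IVD 1 and 447 without mutant IVD 2. Between mutant and control vertebrae it was 233, and 426 with array weights, 55 by unequal variances, 393 with the Y-linked covariate and 463 with the neuronal covariate. Without 1 array it was 199 (control vertebrae 1) to 538 (control vertebrae 2), and 369, 387, 453 and 465 without control vertebrae 3 and mutant vertebrae 1, 2 and 3.

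Between mutant IVD and mutant vertebrae, the 7 probe sets called became 0 in the fit of 2 groups, with the replicate block and by unequal variances. The count was 1 with the variance trend and robust estimation, 2 with array medians set to 0, 3 with the Y-linked covariate, 29 without the 4 arrays, 55 with array weights and 122 with the neuronal covariate. Without 1 array the count was 0 (mutant vertebrae 2, or mutant IVD 1, 2 or 4) to 177 (mutant IVD 3), and 3 without mutant vertebrae 3. The count of 1164 at the paper's threshold was 566 by unequal variances. For the difference of both tissue differences, 265 became 454 with the replicate block, 841 with array weights, 596 with the neuronal covariate and 409 without the 4 arrays. Without 1 array it was 173 (control IVD 3) to 583 (control IVD 1), with 537, 447 and 436 without control vertebrae 2, mutant vertebrae 3 and mutant IVD 2.

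With an estimated correlation the number of gene lists called was 0 between control tissues, 2 between mutant and control IVD, 0 between the vertebrae, 0 between the mutant tissues and 0 for the difference of tissue differences. Between the vertebrae, leaving out 1 array gave 4 (mutant vertebrae 2) to 12 lists. For the difference of tissue differences, 7 lists became 11 with the replicate block, 13 with the neuronal covariate and 17 without the 4 arrays. Leaving out 1 array gave 5 (mutant vertebrae 2) to 17 (mutant IVD 3), with 12, 13 and 14 without control vertebrae 2, control IVD 1 and mutant IVD 1.

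The median of the IVD-enriched genes in mutant IVD ran from -0.546 without mutant IVD 1 to 0.0695 without mutant IVD 3. That of the vertebrae-enriched genes ran from 0.273 without control IVD 1 to 0.603 without mutant IVD 4. With an estimated correlation the medians of -0.328 and 0.484 for IVD-enriched and vertebrae-enriched genes had p = 0.156 and 0.0992. By Euclidean distance, mutant IVD was nearer control vertebrae on the patterning lists (-0.669) and on the probe sets past the threshold of the paper between mutant and control IVD (-5.45). Leaving out 1 array gave -0.0577 (control vertebrae 2) to 0.508 on the patterning lists, -0.101 (control vertebrae 2) to 0.329 on those past the threshold and -0.13 (control IVD 1) to 0.643 on the 1000 most variable probe sets.

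Some log2 differences changed sign. For Col2a1 between control tissues the value was -0.0740 after quantile normalization, -0.0420 with the neuronal covariate, and -0.333 (control vertebrae 3) to 0.279 without 1 array, with -0.263 without control IVD 2. Between mutant and control IVD, Wif1 was at 0.0120 with the neuronal covariate, 0.454 without the 4 arrays, and -1.87 to 0.00989 (mutant IVD 3) without 1 array. Tgfb3 differed by -0.710, and by 0.0412 without the 4 arrays, -0.0656 without mutant IVD 3 and -1.17 without mutant IVD 1. Wnt9a was at -0.0214 with the Y-linked covariate. Tgif1 was at -0.0833 after quantile normalization, -0.00562 with array weights, -0.133 with the Y-linked, -0.00398 with the neuronal and -0.0139 with the liver covariate, -0.0253 with array medians set to 0, and -0.0569 (mutant IVD 1) to 0.0565 without 1 array, with -0.0158 without control IVD 1 and -0.0347 without mutant IVD 2. Tgfbr2 ran from -0.0142 (control IVD 3) to 0.186 without 1 array. Col2a1 was at 0.0164 with the replicate block, 0.0960 with the Y-linked covariate, and -0.710 to 0.0164 (mutant IVD 4) without 1 array. Acan was at 0.160 with the replicate block, 0.0328 after quantile normalization, 0.0839 with the Y-linked and 0.0186 with the neuronal covariate, and -0.429 to 0.362 (control IVD 2) without 1 array, with 0.160 without mutant IVD 4.

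Among lists between mutant and control IVD, the median of Hox groups 3 to 8 was -0.0116 after quantile normalization, -0.0191 with the replicate block, -0.144 without the 4 arrays, and -0.0222 (control IVD 1) to 0.112 without 1 array, with -0.0191 without mutant IVD 4. Fibrous matrix was at 7.12e-05 with the neuronal covariate, 0.141 without the 4 arrays, and -0.392 to 0.0570 (mutant IVD 3) without 1 array. Cartilage matrix was at 0.186 with the replicate block, 0.0649 with the Y-linked covariate, and -0.479 to 0.186 (mutant IVD 4) without 1 array, with 0.0892 without control IVD 2. The joint interzone was at 0.0913 without the 4 arrays and -0.300 to 0.0244 (mutant IVD 3) without 1 array. Neurons were at -0.0601 with their own mean as covariate and -0.00840 without the 4 arrays. Between the vertebrae fibrous matrix was at 0.00357 after quantile normalization, and the difference of tissue differences for neurons was -0.114 with their own mean as covariate.

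Of 1831 gene values under all alternatives, 626 without 1 array and 1086 under other settings kept their direction and side of the threshold. With the same direction, 26 and 31 no longer passed the threshold and 2 and 32 passed it where they had not. Of 424 list values, 159 and 194 kept both, and 19 and 34 no longer passed.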

Differences from the paper's values

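The paper has 263 probe sets higher in IVD, and 230 passed the same threshold here. With unequal variances, the test named in the paper's methods, the count was 186, and 158 of the paper's 263 had an unadjusted p under 0.05, against 200 in limma and 238 in the fit of the 2 groups alone. All 263 were at least 2-fold higher on the deposited values. In the control arrays with a replicate block, a fit chosen after seeing the values, 261 had an unadjusted p under 0.05, and it drops 2 of them.

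For genes higher in vertebrae, 119 of the paper's list in Table S2 had an unadjusted p under 0.05 in limma, 53 by unequal variances and 139 in the control arrays with a replicate block. The unequal variance test gave 70 probe sets, below the number in the paper's Table S2 by more than 1.5 times. Of 210 listed between mutant and control IVD, 172 had an unadjusted p under 0.05 in limma and 87 by unequal variances. That test gave 133 probe sets, also below the number in Table S3 by more than 1.5 times.

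The folds in the paper's Table 1 are exchanged between the probe sets of a gene for Col6a2, Aspn and Wisp1. For Aspn the paper gives 8.75 and 6.04 where the values here were 6.04 and 8.75. For Fjx1 the paper's 2.2 was 2.26 here, and for Foxf1a its 2.01 was 2.07.

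The paper places mutant IVD with the vertebrae of both genotypes in clusters on development and patterning genes of the Gene Ontology, and control IVD apart. On cell adhesion genes it states that neither the IVD nor the vertebrae of both genotypes clustered together. Those gene sets were not used here. Mutant IVD joined control IVD for adhesion genes, for patterning, tissue and signalling genes together, and for all probe sets. On all probe sets, its mean squared distances with the sampling variance removed were -0.00742 to control IVD and -0.0107 to control vertebrae. That measure does not place it nearer either tissue. For all probe sets control IVD joined control vertebrae first when control vertebrae 2, control vertebrae 3 or control IVD 2 was left out, and without control vertebrae 2 mutant IVD was nearer control IVD by only 0.00948. On patterning genes control IVD and control vertebrae joined first, mutant IVD joined mutant vertebrae when mutant vertebrae 1 was left out, and Euclidean distance, an alternative set before the data were examined, put mutant IVD nearer control vertebrae by 0.669. On the probe sets past the threshold of the paper between mutant and control IVD, mutant IVD joined mutant vertebrae at a correlation distance of 0.49. Without Xist and the Y-linked genes this distance was 0.95, and control and mutant vertebrae joined first, at 0.86. Control and mutant vertebrae joined each other on adhesion genes and on the patterning, tissue and signalling genes, and did not on patterning genes alone. On all probe sets and on the 1000 most variable ones they joined by correlation, but not by Euclidean distance or without control vertebrae 3 or control IVD 2, and on all probe sets not without control vertebrae 2 either.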

Other observations

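All splits of the samples and the lists chosen with a control mouse left out were tests chosen only after the result was seen.

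Cartilage matrix genes were lower and fibrous matrix genes higher in mutant IVD than in mutant vertebrae. Of 25 cartilage matrix genes 24 were lower (median log2 difference -1.13, camera adjusted p = 6.75e-18, and adjusted p = 0.223 with an estimated correlation), 16 of them when adjusted over the list alone. Comp and Matn1, cartilage matrix proteins, differed by -4.04 and -3.23 (standard errors 0.93 and 0.78), and by -4.83 and -4.11 without mutant IVD 3, when both were called (adjusted p = 0.0249 and 0.00362 in limma). Of 27 fibrous matrix genes 24 were higher (median 1.00, and 0.62 without mutant vertebrae 1, adjusted p = 2.05e-08, and adjusted p = 0.324 with an estimated correlation), and Fmod differed by 1.90 (standard error 0.65). All 36 cell cycle genes were higher (median 0.47, and 0.26 without mutant vertebrae 1, adjusted p = 2.05e-08, and adjusted p = 0.336 with an estimated correlation). Neurons had a median of 1.00, and of 0.27 without mutant IVD 3 (adjusted p = 2.52e-06, and adjusted p = 0.371 with an estimated correlation). Prehypertrophic and hypertrophic chondrocyte genes had a median of -0.80 and TGF-β response genes of 0.38 (adjusted p = 0.223 and 0.254 with an estimated correlation).

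Of 7 probe sets called between the mutant tissues by limma, 5 were higher in IVD: Pfkp, a glycolytic enzyme (2.01, standard error 0.21, adjusted p = 0.0203), Kirrel3, an adhesion molecule (2.75, adjusted p = 0.0203), Cacna2d3, a calcium channel subunit (3.00, adjusted p = 0.0445), Prmt8, a methyltransferase (2.36, adjusted p = 0.0445), and 1 without a gene name. Lower were Cobll1, an actin-binding protein (-2.79, adjusted p = 0.0447), and 1 without a gene name. Over all settings the adjusted p of Pfkp ran from 0.00281 to 0.962. The count was 177 without mutant IVD 3, 3 without mutant vertebrae 3 and 0 without mutant vertebrae 2 or mutant IVD 1, 2 or 4. By unequal variances 0 passed, with 1877 at an unadjusted p under 0.05 (3634 in limma).

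In mutant vertebrae all 36 cell cycle genes were lower than in control vertebrae (median -0.75, and -0.39 without control vertebrae 1 and -0.49 without mutant vertebrae 1, adjusted p = 7.72e-26, and adjusted p = 0.304 with an estimated correlation). Alx1, a homeobox factor, differed by 1.78 (standard error 0.29, adjusted p = 0.998 in limma, n = 3), Alcam, an adhesion molecule, by 1.35, Terb1, a meiotic protein, by 1.24, and Wnt4, a joint Wnt ligand, by 1.70. Tgfbr2 differed by -0.24, by -0.08 without mutant vertebrae 1 and by -0.36 without mutant vertebrae 3. Liver and erythroid genes had medians of -1.68 and -1.36, and of 0.08 and 0.14 without control vertebrae 1. Erythroid genes were at -2.18 without control vertebrae 2 and at -1.06 without mutant vertebrae 2 (adjusted p = 0.187), and liver genes at -2.60 without control vertebrae 3. Neurons had a median of -0.54, of 0.00 without control vertebrae 3 and of -0.90 without control vertebrae 2. Fibrous matrix was at -0.22, at -0.06 and -0.11 without mutant vertebrae 1 and 2 and at -0.71 without mutant vertebrae 3, and its adjusted p was 0.195 and 0.0703 without control vertebrae 2 and 3. Endothelium was at -0.18, at -0.01 without mutant vertebrae 2, -0.12 without control vertebrae 3 and -0.28 without mutant vertebrae 1. None of these lists passed with an estimated correlation (adjusted p = 0.767). No probe set passed an adjusted p of 0.05 in limma, with 1177 at an unadjusted p under 0.05, or by unequal variances, with 614.

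For the tissue difference in mutants minus that in controls limma called 0 probe sets, with 619 at an unadjusted p under 0.05. Tspan13, a tetraspanin, had a difference of 1.99 (standard error 0.38) and Maf of 1.33 (standard error 0.29), each with an adjusted p of 1.

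Other lists in the control tissues were higher in IVD for hypoxia and glycolysis (median 0.37, and 0.22 without control vertebrae 3 and 0.21 without control IVD 1, camera adjusted p = 2.58e-06), immediate early and stress genes (0.37, adjusted p = 5.8e-05) and hedgehog response (0.48, adjusted p = 0.000171). Schwann cell and neural crest genes were lower (-0.32, and -0.51 without control vertebrae 1, adjusted p = 0.00204). None of the 4 passed with an estimated correlation (adjusted p = 0.161, 0.175, 0.127 and 0.127). Cell cycle genes were higher, 33 of 36 (median 0.23, adjusted p = 0.00271), as were 10 of 11 epithelial genes (0.16, adjusted p = 0.0247), and small leucine-rich proteoglycans passed at a median of 0.02 (adjusted p = 0.0192). Endothelium and neural progenitors were lower (-0.23 and -0.13, adjusted p = 0.00334 and 0.00558). With an estimated correlation the adjusted p of these 5 was 0.642, 0.482, 0.356, 0.466 and 0.356. Leaving out 1 control array moved each. Cell cycle was at 0.08, 0.02, 0.06 and 0.09 without vertebrae 2, vertebrae 3, IVD 1 and IVD 2 (adjusted p = 0.326, 0.796, 0.45 and 0.0978), and at 0.59 and 0.52 without vertebrae 1 and IVD 3. Epithelium was at 0.37, 0.07, 0.14, 0.07 and 0.33 without vertebrae 1, 2 and 3, IVD 1 and IVD 3 (adjusted p = 0.0577, 0.0679, 0.0612, 0.387 and 0.123), and at 0.41 without IVD 2. The proteoglycans were at 0.23, 0.17 and 0.15 without vertebrae 1, IVD 2 and IVD 3 (adjusted p = 0.312, 0.152 and 0.123), and at 0.26, 0.21 and 0.27 without vertebrae 2, vertebrae 3 and IVD 1. Endothelium was at -0.15, -0.14 and -0.14 without vertebrae 1, IVD 2 and IVD 3 (adjusted p = 0.0571, 0.128 and 0.0614), and at -0.35 without IVD 1. Neural progenitors were at -0.04 without vertebrae 3 (adjusted p = 0.119), and at -0.20 without IVD 1. Osteoblast genes had a median of -0.06 and mural cell genes of 0.22. Adjusted over the list alone, 1 hypoxia gene and 1 hedgehog gene were higher.

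In mutant IVD against control IVD, 10 of 11 notochord genes were lower (median -0.34, adjusted p = 0.00282, and adjusted p = 0.125 with an estimated correlation), with a median of -0.21 without control IVD 1 and an adjusted p of 0.05 without mutant IVD 1. Neural progenitor genes were higher (median 0.17, adjusted p = 0.00143, and adjusted p = 0.279 with an estimated correlation). X inactivation genes had a median of -2.52 (adjusted p = 0.176). In the mutant tissues FGF and ERK response genes were higher in IVD (median 0.29, adjusted p = 0.0194) and macrophage genes too (0.26, adjusted p = 0.0149), at 0.223 and 0.436 with an estimated correlation. The adjusted p of the former was 0.0642, 0.0679 and 0.084 without mutant vertebrae 1, mutant vertebrae 2 and mutant IVD 4. Macrophage genes were at 0.17 (adjusted p = 0.271) without mutant vertebrae 2, 0.44 without mutant vertebrae 1 and 0.42 without mutant IVD 2.

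With IVD and vertebrae genes chosen on 2 control pairs, the third pair gave tissue differences of 0.489, 1.01 and 0.555, and the mutants 0.56, 0.717 and 0.814. On these genes mutant IVD differed from control IVD by -0.237, -0.58 and -0.0494 as a mean, mutant vertebrae from control vertebrae by -0.308, -0.289 and -0.309, mutant IVD 3 by -0.821, -1.40 and -0.562, and mutant IVD 1, 2 and 4 by -0.412 to 0.199. The slope of the mutant on the control tissue difference was 0.917, and 1.15 without mutant IVD 3.

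The samples were also split in other ways into groups of the same size, and each number of splits below includes the real one. Between control tissues, 10 splits are too few for a share under 0.05: the real threshold count was 392 and the highest other 1901 (5 splits as large), and the real number of lists 19 and the highest other 16 (1 split). The 3 other splits that part all control pairs gave 41, 3 and 18 probe sets at the same threshold. The split with 1901 grouped both tissues of mouse 1 with control IVD 2, so the samples have a structure by mouse. Between mutant and control vertebrae the splits are again too few: 233 against 1528 for the threshold count (6 splits) and 12 lists against 14 (2 splits).

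Chance cannot be excluded for mutant IVD against control IVD: the threshold count was 290 and the highest other 937 (11 of 35 splits), the lists 18 and 22 (5 splits), and the median of vertebrae-enriched minus IVD-enriched genes 0.812 and 1.15 (13 splits). Nor can it be for mutant IVD against mutant vertebrae, with 1164 and 1889 at the threshold (2 of 35 splits), 7 and 195 at an adjusted p under 0.05 (2 splits) and 21 and 23 lists (3 splits). The split with 195 put mutant IVD 3 with the mutant vertebrae, which points to a structure of the samples. For the difference of tissue differences the counts were 265 and 6843 at the threshold (78 of 100 splits) and 7 and 23 lists (60 splits). These splits permuted tissue names within genotype and ignored that the tissues of a control came from the same mouse. They therefore cannot decide whether chance explains these counts.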
